# Mouse brain transcriptome responses to inhaled nanoparticulate matter differed by sex and *APOE* in *Nrf2-Nfkb* interactions

**DOI:** 10.7554/eLife.54822

**Published:** 2020-06-24

**Authors:** Amin Haghani, Mafalda Cacciottolo, Kevin R Doty, Carla D'Agostino, Max Thorwald, Nikoo Safi, Morgan E Levine, Constantinos Sioutas, Terrence C Town, Henry Jay Forman, Hongqiao Zhang, Todd E Morgan, Caleb E Finch

**Keywords:** air pollution, *APOE*, sex, Nrf2, nf-kb, transcriptome, Mouse

## Abstract

The neurotoxicity of air pollution is undefined for sex and *APOE* alleles. These major risk factors of Alzheimer’s disease (AD) were examined in mice given chronic exposure to nPM, a nano-sized subfraction of urban air pollution. In the cerebral cortex, female mice had two-fold more genes responding to nPM than males. Transcriptomic responses to nPM had sex-*APOE* interactions in AD-relevant pathways. Only *APOE*3 mice responded to nPM in genes related to Abeta deposition and clearance (*Vav2*, *Vav3*, *S1009a*). Other responding genes included axonal guidance, inflammation (AMPK, NFKB, APK/JNK signaling), and antioxidant signaling (NRF2, HIF1A). Genes downstream of NFKB and NRF2 responded in opposite directions to nPM. *Nrf2* knockdown in microglia augmented NFKB responses to nPM, suggesting a critical role of NRF2 in air pollution neurotoxicity. These findings give a rationale for epidemiologic studies of air pollution to consider sex interactions with *APOE* alleles and other AD-risk genes.

## Introduction

Air pollution is a major global environmental risk factor of morbidity and mortality across the human lifespan (Landrigan et al., 2018; Shaffer et al., 2019; Finch, 2018). Air pollution exposure is also associated with neurodegeneration, accelerated cognitive decline of aging and increased risk of Alzheimer’s disease (AD) (Kulick et al., 2020; Calderón-Garcidueñas et al., 2020). However, little is known of interaction of air pollution neurotoxicity for sex and *APOE* alleles and other AD risk factors (Finch and Kulminski, 2019).

Epidemiological studies of air pollution neurotoxicity have not identified interactions of gender by *APOE* alleles. Findings are typically ‘adjusted or controlled’ for gender differences (Clifford et al., 2016; Chen and Schwartz, 2009; Ailshire and Clarke, 2015; Gatto et al., 2014). In the WHIMS cohort of elderly women, *APOE4* homozygotes had a greater risk of dementia and accelerated cognitive decline (Cacciottolo et al., 2017). The *APOE*4 vulnerability for accelerated cognitive aging was recently extended to ozone, as well as PM10 and PM2.5 in a large sample of both sexes from New York City (Kulick et al., 2020). A recent study from China suggested greater male vulnerability to air pollution for verbal test deficits (Zhang et al., 2018). Sex-*APOE* interactions for air pollution neurotoxicity remain undefined. In a small sample from polluted Mexico City, *APOE4* heterozygous females with high BMI had higher risk of severe cognitive deficit than other groups (Calderón-Garcidueñas and de la Monte, 2017). Developmental air pollution exposure has received greater attention for gender because of the consistent male excess vulnerability for behavioral and cognitive deficits in the pre-adolescent and young adult (Chiu et al., 2013; Sunyer et al., 2015).

Mouse models have not addressed sex and *APOE* in responses to air pollution. Our initial study examined female EFAD (*APOE*-TR/5xFAD-Tg^+/-^) mice carrying transgenes for familial AD genes (5xFAD) together with human *APOE* alleles by targeted replacement (*APOE*-TR), which had *APOE-*e3^+/+^ (E3; *APOE3*) or *APOE-*e4^+/+^ (E4; *APOE4*) genotype. Consistent with WHIMS findings, E4FAD female mice accumulated more brain amyloid in response to nPM than the E3FAD (Cacciottolo et al., 2017). However, for ozone exposure, male *APOE*-TR showed the converse of greater behavioral impairments in *APOE3* than *APOE4* (Jiang et al., 2019). For further study of both sexes, we examined the cerebral cortex transcriptomic responses of *APOE*-TR and wildtype mice (C57BL/6J) by RNAseq for the main regulators of air pollution toxicity in AD pathways.

We focused on genomic pathways mediated by NRF2 and NFKB, which responded to air pollution in our prior studies (Zhang et al., 2012; Woodward et al., 2017a). These redox-sensitive transcription factors control hundreds of genes that mediate cellular responses to oxidative stress and immunity. They respond to oxidative stress, tobacco smoke, traumatic brain injury, and ischemic stroke, and are altered by aging and AD (Sivandzade et al., 2019). NRF2 downstream genes include antioxidants (e.g. glutathione, thioredoxin), anti-inflammatory cytokines (e.g. IL10), phase I and II xenobiotic detoxifying enzymes (e.g. CYP450) and free radical scavengers (Sandberg et al., 2014). The NFKB family transcriptionally regulates the expression of immune related proteins including cytokines (e.g. TNFA, IL1A, IL1B), antigen presentation proteins (e.g. MHCI, β2-microglobulin), chemokines (e.g. MCP1, MIP1), adhesion molecules (e.g. ICAM1, VCAM1), inducible nitric oxide synthase (INOS), and proapoptotic (e.g. BIM, BAX) or antiapoptotic proteins (e.g. XIAP, BCL2) (Hayden and Ghosh, 2012). The complex interplay of NRF2 and NFKB signaling pathways can alter the balance of anti-oxidative or inflammatory responses, depending on the type of stress, and target cell or tissue (Sivandzade et al., 2019).

Sex and *APOE* alleles can also alter NRF2 and NFKB activities, as shown for the larger response of female mice for hepatic NRF2 activation by phenobarbital and oxazepam and other xenotoxins (Rooney et al., 2018a). NRF2 downstream genes including *Gsta2*, *Ho1*, and *Nqo1* showed lower hepatic expression in *APOE*4-TR than *APOE*3-TR mice (Graeser et al., 2011). We therefore examined both sex and *APOE* allele for interactions with NRF2/NFKB responses of air pollution neurotoxicity.

## Results

To define brain transcriptional responses of air pollution and interactions with sex and *APOE* alleles, we examined responses of adult C57BL/6J (wild type, ‘B6’) and B6 mice carrying human *APOE3* and *APOE4* alleles by targeted replacement (*APOE*-TR) to nPM, a subfraction of ultrafine PM (PM0.2). Three independent exposures used different batches of nPM at specified durations of exposure (details on sample collection and chemical composition in Figure 1—figure supplement 1 and Zhang et al., 2019). In vitro studies on BV2 microglia examined the role of NRF2 and NFKB in responding inflammatory pathways.

### Cerebral cortex transcriptome responses to nPM

Differentially expressed genes (DEGs) were analyzed by RNAseq for nPM responses. 

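RNA from the cerebral cortex of 48 mice was sequenced, with 4 mice in each of 12 groups formed by sex, genotype (B6, *APOE*3-TR or *APOE*4-TR) and exposure. Mice inhaled filtered air or nPM, a nano-sized fraction of urban particles that was re-aerosolized, at a nominal 300 μg/m3 for 5 hr per day on 3 days per week. The exposure lasted 8 weeks for B6 mice and 15 weeks for *APOE*-TR mice. The paper gives an age of 2 months at exposure onset for both strains, and the sample labels give 4 months for B6 and 6 months for *APOE*-TR mice without naming the time point. The authors purified RNA with TRIzol and RNeasy, made stranded mRNA libraries, and mapped single-end reads to the mouse genome (mm10, RefSeq annotation) with TopHat2. The values used here are the authors' CPM for each gene and mouse, in one table of 27086 genes for the B6 exposure and one of 18943 genes for the *APOE*-TR exposure, with 16952 genes in both. The paper's text does not name the step that scaled reads to these values. No value was 0, and the lowest value of each mouse stood at 713 to 1349 genes in *APOE*-TR mice and at 4977 to 10336 genes in B6 mice, so it was read as the value of a gene without reads. Low values were whole multiples of it for 96.2% to 97.1% of them in *APOE*-TR mice and for 87.7% to 98.4% in B6 mice. On this estimate the listed genes held 17.8 to 31.3 M (mega) reads in each *APOE*-TR mouse and 2.05 to 24.4 M reads in each B6 mouse. *APOE*-TR females had 17.8 to 22.3 M reads and *APOE*-TR males 22.4 to 31.3 M reads, so the depths of the sexes did not overlap. Neither the paper's text nor the labels name a library batch. The labels were checked against genes whose level follows from sex or genotype. *Xist*, on the inactive X chromosome, averaged between 212 and 777 CPM in the female groups and at most 0.193 CPM in the male groups (n = 4 mice each). *Ddx3y*, on the Y chromosome, averaged between 12.7 and 35.4 CPM in the male groups and at most 0.0562 CPM in the female groups. Mouse *Apoe*, which the human allele replaces in *APOE*-TR mice, averaged 10.7 to 24.6 CPM in their groups and 202 to 392 CPM in the B6 groups.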

Stratification by *APOE* and sex was done subsequently to establish general effects. 

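For the fit over the 48 mice, the CPM of each table were rescaled by the TMM method of edgeR and taken as log2 with 0.5 CPM added. The 11067 genes whose value lay above that of a gene without reads in every mouse were fitted in limma with terms for sex, genotype and nPM and with a trend of variance on the mean level. Because B6 and *APOE*-TR mice came from separate exposures, the genotype term also absorbed any difference between the exposures. On simulated data of the same design, 200 of 200 genes with a log2 difference of 1.5 were recovered at 5% FDR. Of the unchanged genes, 14 also passed 5% FDR, and 0.463% had an unadjusted p under 0.005. Genes were simulated independently with the same dispersion, and smaller differences were not simulated. The recovery and error shares therefore need not hold for the real mice.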

The multivariate model of combined B6 and *APOE*-TR data was adjusted statistically for sex, *APOE* genotype, and different nPM batches of the two exposures. For p=0.005, there were 140 DEGs (118 increased, 22 decreased) responses to nPM (Figure 1A). 

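In the fit of all mice, 165 of 11067 genes had an unadjusted p under 0.005 for nPM, 91 of them increased and 74 decreased, where 55 were expected if no gene responded. None passed 5% FDR (smallest adjusted p = 0.301 from limma with Benjamini-Hochberg adjustment), and 1605 had an unadjusted p under 0.05. The increased DEGs with the smallest p were *Hk1* (chromosome 10 from 62268855 to 62379909; log2 change 0.38, standard error 0.093), *Cited4* (chromosome 4 from 120666563 to 120667821; 0.63, standard error 0.157) and *Mmp24* (chromosome 2 from 155775342 to 155818367; 0.30, standard error 0.078). Among decreased DEGs they were *Mmadhc* (chromosome 2 from 50279881 to 50296678; −0.28, standard error 0.067), *Nol7* (chromosome 13 from 43398376 to 43402859; −0.45, standard error 0.117) and *Pnp2* (chromosome 14 from 50956141 to 50964750; −0.41, standard error 0.106). Each had an adjusted p of 0.301. With voom, ComBat and an unweighted fit as in the paper's source code, the same CPM gave 140 DEGs, 118 increased and 22 decreased, and 84 of the 140 were among the 165. Females alone gave 398 DEGs, males alone gave 7 and the effect averaged over 12 group means gave 495. Without *APOE*3 females the fit gave 33 DEGs, and 11 of 100 splits of those mice gave as many. With a covariate for each library's trend with transcript length added, these mice gave 161, and 3 of 100 splits gave as many. The 165 DEGs therefore do not show a response shared by all groups. The paper takes its DEGs forward to pathway analysis and reasons from the pathways to the processes that respond to nPM.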

Ingenuity pathway analysis (IPA) of responding pathways included synapse function (e.g. axonal guidance, calcium signaling, endocannabinoid neuronal synapse), inflammation (e.g. AMPK, SAPK/JNK), circadian rhythm, NRF2 mediated antioxidant response, and hypoxia-inducible factor 1-α (HIF1A) signaling (Figure 1B). 

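*Grin1*, which encodes a subunit of the NMDA receptor, lies on chromosome 2 from 25291177 to 25319188 (mm10). Over all mice its log2 change with nPM was 0.43 (standard error 0.123), an increase of 34.2% (unadjusted p = 0.00112, adjusted p = 0.301 from limma). Its mean rose from 92.9 ± 52.4 CPM (SD, n = 4) to 185 ± 51.2 CPM in *APOE*3 females and in B6 females, where controls averaged 49.2 ± 3.34 CPM, the log2 change was 1.03 (exact permutation p = 0.0286), at no fewer than 570 reads per mouse. In *APOE*4 females it was 216 ± 26.9 CPM in controls and 232 ± 19 CPM with nPM, and the log2 changes in the male groups were 0.03 (*APOE*3), 0.13 (*APOE*4) and 0.22 (B6). The difference of the nPM response between sexes was 0.62 (standard error 0.201, adjusted p = 0.225 from limma). *Rap1a*, which encodes a small GTPase, lies on chromosome 3 from 105727260 to 105801382. Its log2 change over all mice was −0.38 (standard error 0.101), or −23.2% (unadjusted p = 0.00044, adjusted p = 0.301 from limma). Its mean fell from 42.9 ± 15.4 to 25.4 ± 6.00 CPM in *APOE*3 females and from 14.3 ± 2.88 to 9.25 ± 3.61 CPM in B6 females, with log2 changes of −0.06 in *APOE*4 females, −0.07 and −0.13 in *APOE*3 and *APOE*4 males and −0.46 in B6 males. The other genes of Fig. 1C gave smaller or similar changes: *Cacnb1* 0.42, *Cabin1* 0.35, *Pik3cd* 0.35, *Mafg* 0.28, *Rptor* 0.24, *Mapk4* 0.22, *Nfe2l1* 0.12, *Nfkb1* 0.09, *Nfe2l2* −0.28 and *Dnajc15* −0.30 (log2, all mice). *Nfkb2* was at the level of a gene without reads in at least 1 mouse and was left out of that fit.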

The top DEGs include *Grin1* (+20%) and *Rap1a* (−20%) (Figure 1C).

**Figure 1.**
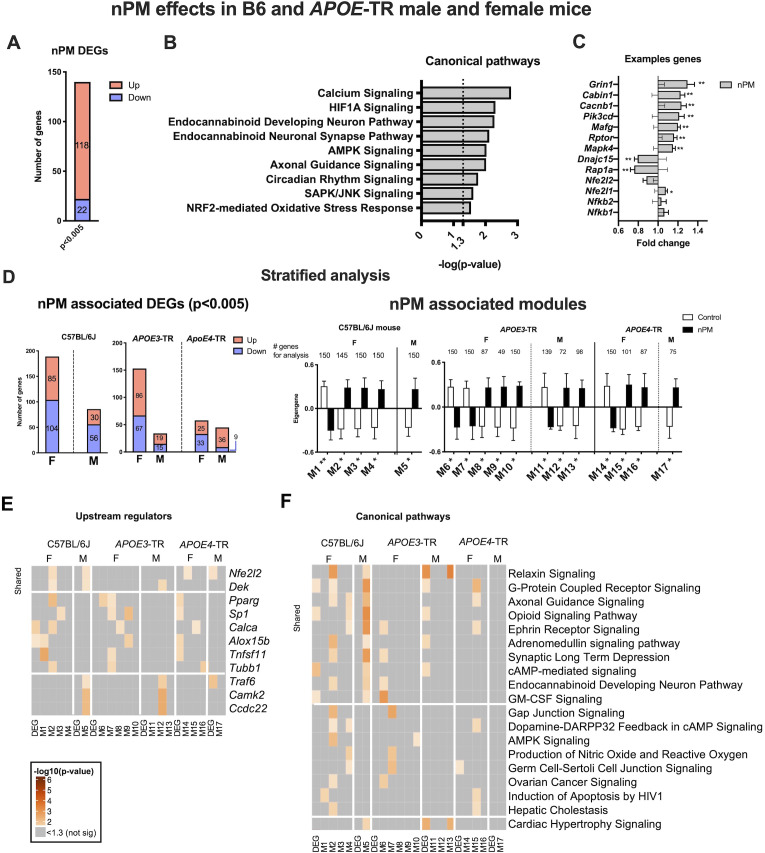
Cerebral cortex transcriptome responses to nPM in B6 and *APOE*-TR mice. (**A**) Multivariate differential expression analysis of nPM responses in combined data from the independent exposures of C57BL/6J (**B6**) and *APOE*-TR. Covariates included sex, *APOE* genotype, and nPM. DEGs identified at p-value, 0.005. (**B**) Canonical pathways associated with nPM DEGs. (**C**) Examples of nPM associated DEGs. (**D**) Sex- and *APOE*-stratified DE and WGCNA modules associated with nPM responses. Male, M; Female, F. The top 150 genes of modules (kME inter-module connectivity) were used for IPA analysis. Significance was calculated from the Pearson correlation of eigengene of the modules with nPM. (**E**) Upstream regulators and F) canonical pathways associated with nPM transcriptome responses in B6 and *APOE*-TR mice. Solid horizontal lines separate responses that are shared and sex-specific. Heatmaps were sorted by the sum of -log10 (p-values) in each row. p-values<10^−6^ were converted to 10^−6^ for better visualization; grey, not significant. RNAseq sample size was 4/genotype/sex/treatment.

**Figure 1—figure supplement 1.**
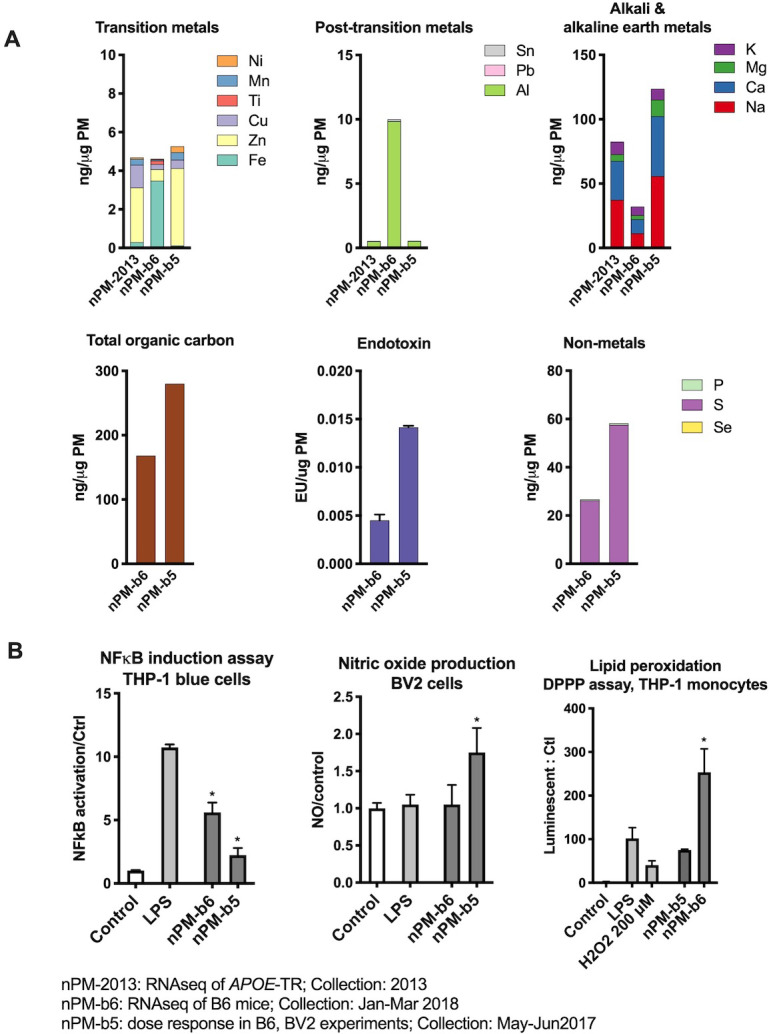
Chemical characterization (**A**) and cellular activity (**B**) of nPM batches collected after 2017 in this study. The batch IDs (nPM-b) correspond to our analysis of nPM chemistry from batches collected after 2016 (Zhang et al., 2019). The *APOE*-TR exposure was done during Feb-May 2013, for which chemical characterization is not available. Representative annual value for nPM-2013 metal content is shown, which was comparable with nPM-b5.

**Figure 1—figure supplement 2.**
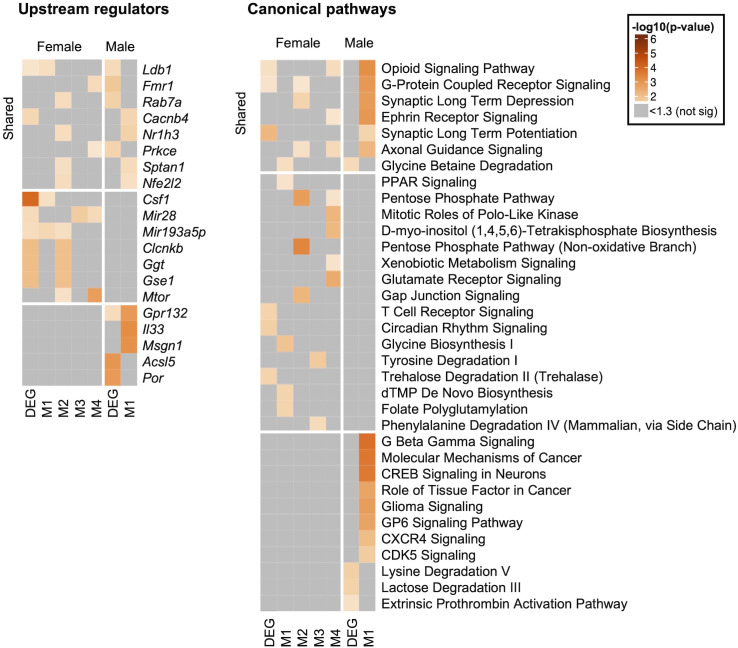
Top canonical pathways and potential upstream regulators of nPM associated genes in C57BL/6J mouse.

**Figure 1—figure supplement 3.**
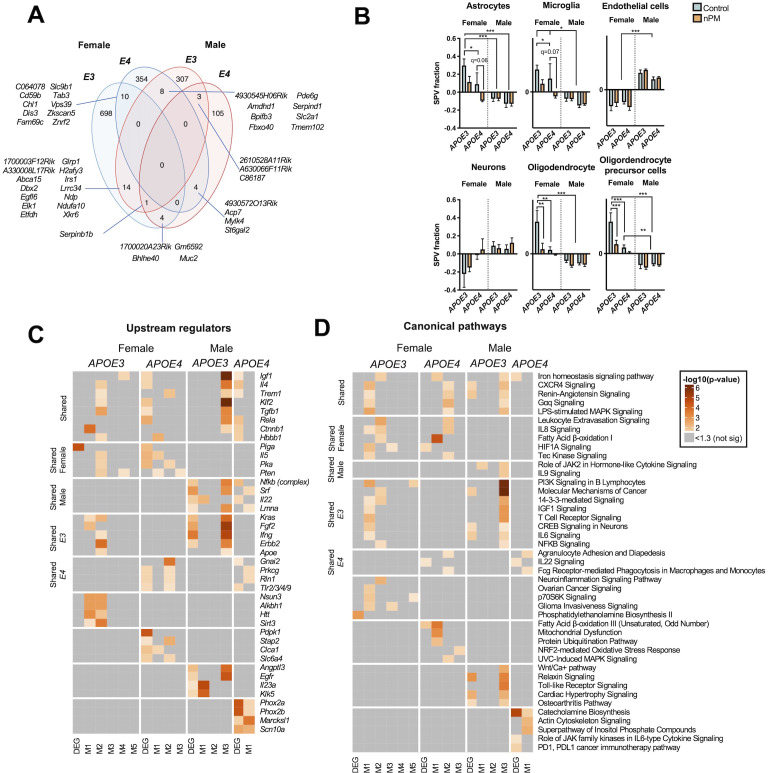
nPM associated changes in male and female *APOE*-TR mouse. (**A**) Venn diagram of the nPM DEGs in each group. (**B**) Brain RNAseq cell type deconvolution using BRETIGEA package in R. (**C**) Top upstream regulators and (**D**) canonical pathways of nPM associated genes in ApoE-TR mouse.

**Figure 1—figure supplement 4.**
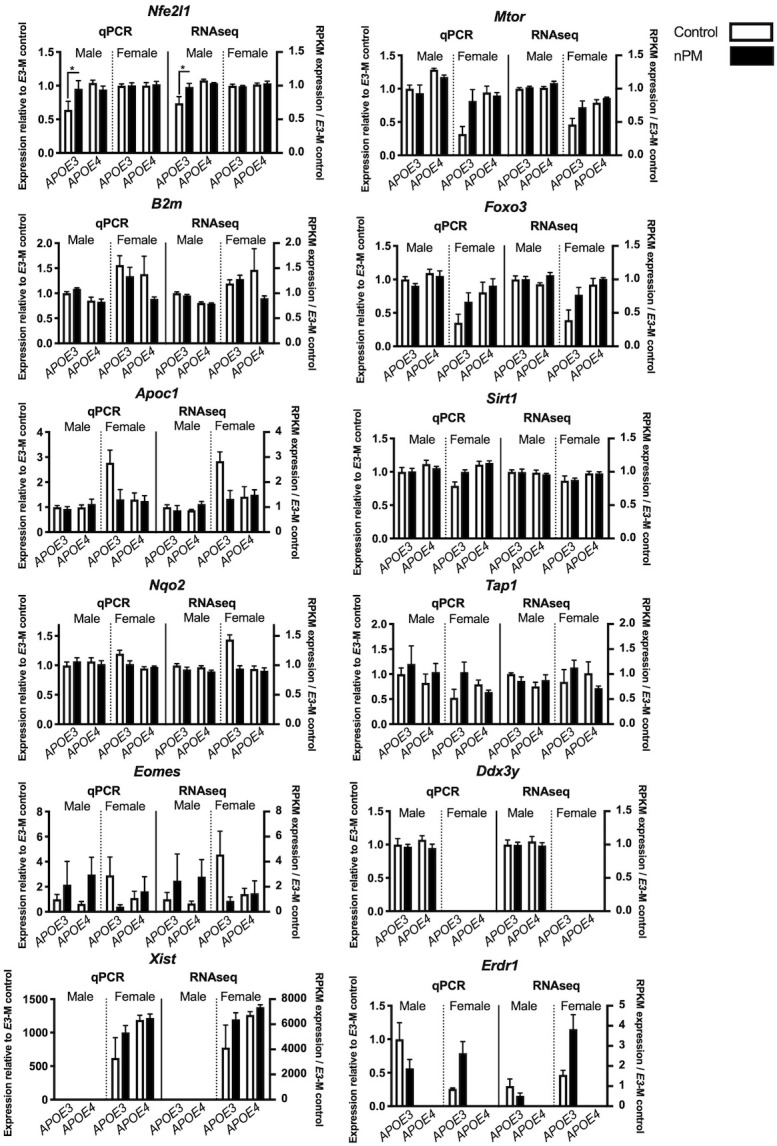
qPCR validation of selected genes from RNAseq, with GAPDH as reference gene, showing similar direction and scale of response to nPM by qPCR and. Three-way interaction of qPCR and RNAseq shows high overlap of significant factors. Mean ± SE.

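For the stratified fits, the 4 control and 4 nPM mice of each sex and genotype were fitted alone, on the genes above the level of a gene without reads in each of the 8 mice. These were 14725 genes in B6 females, 15344 in B6 males, 16380 in *APOE*3 females, 16889 in *APOE*3 males, 16545 in *APOE*4 females and 16858 in *APOE*4 males. In simulated groups of 8 mice, 0.499% of the unchanged genes had an unadjusted p under 0.005, close to the share set by the threshold. That simulation drew genes independently with the same dispersion, so its share need not hold in the real libraries. Other splits of the 8 *APOE*3 females gave a median of 10 genes and at most 1944. For a single gene, an exact permutation test over the 70 ways to label 4 of 8 mice can give no two-sided p smaller than 0.0286.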

RNAseq data were stratified to identify sex- and *APOE*-specific nPM responses by linear models and by weighted gene co-expression (WGCNA). 

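At an unadjusted p under 0.005, nPM DEGs numbered 174 in B6 females (105 increased, 69 decreased) and 37 in B6 males (18 and 19). In *APOE*-TR mice they numbered 110 in *APOE*3 females (59 and 51), 26 in *APOE*3 males (16 and 10), 43 in *APOE*4 females (19 and 24) and 30 in *APOE*4 males (21 and 9). If no gene responded, 74 DEGs were expected in B6 females, 77 in B6 males and between 82 and 84 in each *APOE*-TR group, so 4 of the counts lay below that level. One gene passed 5% FDR in B6 females and none in the other groups, where between 380 (*APOE*3 males) and 3443 (*APOE*3 females) genes had an unadjusted p under 0.05. A difference between sexes in the response itself, tested over all 48 mice as 12 groups, had an unadjusted p under 0.005 for 219 genes, 96 with the higher response in females and 123 with the higher response in males. None of these passed 5% FDR (smallest adjusted p = 0.0985 from limma), with 1521 genes at an unadjusted p under 0.05. The alternative that moved a group's count most was a shared variance over all 48 mice, which gave 1530 DEGs in *APOE*3 females and 0 in *APOE*3 males, where 3 genes had an unadjusted p under 0.05. It also raised the count in both B6 groups, to 1180 in females and 724 in males, and gave 0 in *APOE*4 females and males. The B6 female libraries themselves differed with exposure. Their deposited CPM summed to between 628230 and 667150 in controls and between 539695 and 590898 with nPM. The 10 highest genes held 26.7% to 32.7% of the sum in controls and 17.8% to 25.7% with nPM. Whether this difference in composition lies behind the B6 female count was not tested.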

Females had more DEG than males for both B6 and *APOE*-TR mice, by up to two-fold (Figure 1D). Females of *APOE*3 and B6 had the most nPM responding genes (153 vs 189, respectively). 

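With voom as in the paper's source code, the deposited CPM gave 189 DEGs in B6 females (85 increased, 104 decreased) and 153 in *APOE*3 females (86 and 67), and 83 and 107 of these were also DEGs of the stratified fits here. In B6 females, 92 of the 189 were genes without reads in at least 1 of the 8 mice. Without TMM the splits were 80 increased and 105 decreased in B6 females and 46 and 60 in *APOE*3 females, so which direction held more DEGs depended on the scaling. The counts moved with single mice. Without 1 mouse at a time, B6 females gave between 78 DEGs (without control 40) and 322 (without nPM mouse 50), and *APOE*3 females between 29 (without nPM mouse 67) and 296 (without nPM mouse 55). The gene with the smallest p in B6 females was *AY036118* (chromosome 17 from 39847113 to 39848036), a transcript of the ribosomal RNA region, with a log2 change of 1.39 (standard error 0.171, adjusted p = 0.0177 from limma). The decreased gene with the smallest p there was *Gm45507* (chromosome 7 from 138890964 to 138894676; −1.86, standard error 0.353, adjusted p = 0.265). In *APOE*3 females these genes were *Xirp2* (chromosome 2 from 67446002 to 67526607; 0.66, standard error 0.109) and *Hist1h4i* (chromosome 13 from 22040960 to 22041363; −0.82, standard error 0.149), each with an adjusted p of 0.230.

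**Figure D1:**
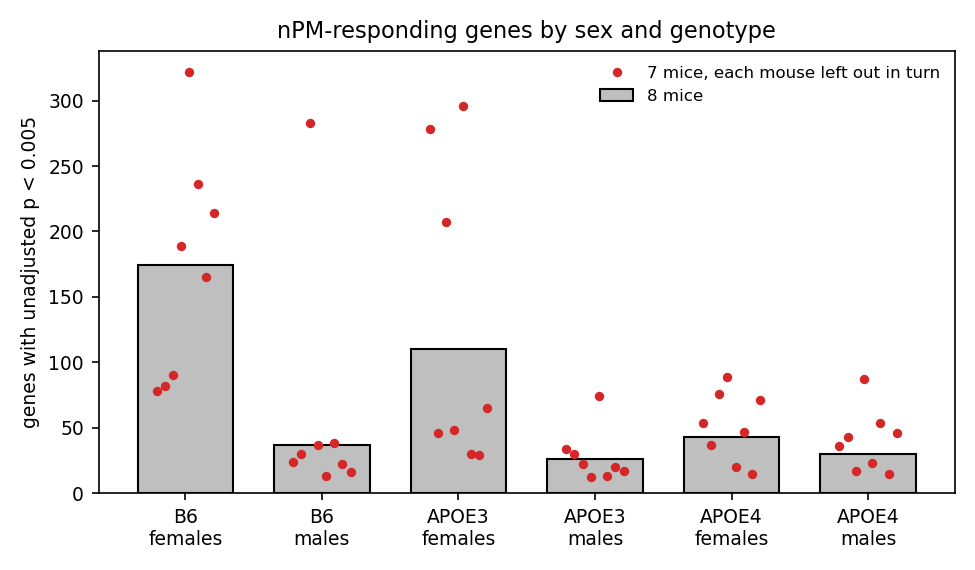
Number of genes with an unadjusted p under 0.005 for nPM in each sex and genotype (4 control and 4 nPM mice), as gray bars, with the numbers from the fits without each mouse in turn as red dots. B6 females (174) and *APOE*3 females (110) have the highest bars, and in each group leaving out single mice moves the number up and down, in *APOE*3 females from 29 to 296.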

Gene modules identified by WGCNA also had more female responses to nPM for B6 and *APOE*-TR (Figure 1D). 

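The gene modules of the paper's supplementary sheet were scored by their first principal component in each sex and genotype. The sheet lists 16 modules of 49 to 151 genes: 4 built in B6 females, 1 in B6 males, 5 in *APOE*3 females, 3 in *APOE*3 males and 3 in *APOE*4 females. In the group each module was built in, 9 of the 16 separated control from nPM mice by an exact permutation test (p = 0.0286, the smallest p that 4 mice against 4 allow; adjusted over the 16, 0.0508). The highest p in a module's own group was 0.543, for module M3 of B6 females. The modules were chosen by the paper on the same mice, so these tests are not independent evidence. In the 80 tests of a module in a group it was not built in, 0 had an exact p under 0.05, where 2.3 were expected, and at least 35.6% of a module's genes were found in those groups.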

Modules were constrained to a maximum of 150 hub genes, based on connectivity (Materials and methods). Both analyses (DE, WGCNA) showed more nPM-responding gene responses for *APOE*3 than *APOE4*.

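The stratified fits gave more DEGs in *APOE*3 than *APOE*4 females and about as many in males of both alleles. Whether the nPM response itself differed by allele was tested over the 32 *APOE*-TR mice as 8 groups, on 15958 genes. At an unadjusted p under 0.005 it differed for 116 genes, 58 with the higher response in *APOE*4 and 58 with the higher response in *APOE*3, where 80 were expected if none differed. None passed 5% FDR (smallest adjusted p = 0.274 from limma), and 1687 had an unadjusted p under 0.05. The gene with the smallest p was *Krt10*, with a log2 difference of 0.65 (standard error 0.125). From the counts of both analyses, the paper concludes that *APOE*3 mice responded more than *APOE*4 mice.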

Upstream regulators and canonical pathways were identified by IPA for sex-specific and shared nPM responses. The top upstream candidate was *Nfe2l2* (*Nrf2*), a regulator of Phase II detoxification (Figure 1E, Figure 1—figure supplements 2–3), which had the strongest associations for B6 and *APOE*4. Sexes differed in immune-related upstream regulators of gene responses. Female-specific responses included *Pparg* (peroxisome proliferator activated receptor gamma), *Sp1* (specificity protein1 transcription factor), and *Tnfsf11* (TNF superfamily 11). Male-specific responses included *Traf6* (TNF associated receptor factor 6), *Camk2* (regulator of synaptic plasticity and AMPA glutamate receptors), and *Ccdc22* (regulator of NFKB signaling by interaction with COMMD proteins). These results paralleled the enrichment of NRF2 and immune response pathways in the combined multivariate model above. 

Stratified analysis by *APOE* and sex for canonical pathways showed nPM responses of neuronal pathways; for example G-protein-coupled receptors, axonal guidance, ephrin receptors, synaptic long-term depression, and endocannabinoid development neuron pathway (Figure 1F). Other nPM responding genes were related to relaxin, GM-CSF, and c-AMP-mediated signaling. Female-specific responses include genes associated with the following pathways: AMPK, dopamine-PARPP32 feedback in cAMP, gap junction signaling, and nitric oxide production. Male-specific responses in both mouse strains were enriched for ‘cardiac hypertrophy’ signaling; for example, *Elk1* (transcription factor) and *Hsp27* (Figure 1F). *APOE*3 and *APOE4* of both sexes had different inflammatory responses for NFKB, IL6, CREB, and IL22 pathways (Figure 1—figure supplement 3). Cell-type deconvolution analysis of RNAseq also showed *APOE* and sex-specificity for microglial and astrocyte responses to nPM (Figure 1—figure supplement 3B).

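Cell types were scored here by the mean of 7 marker genes each for astrocytes, microglia, oligodendrocytes, oligodendrocyte precursors, endothelial cells and neurons, each gene scaled over the 8 mice of a sex and genotype. The marker lists were written from general knowledge before the data were examined and are not those of the BRETIGEA package. Of the 36 tests of nPM against control, 2 had an exact permutation p under 0.05, where 1.03 were expected. Both were in *APOE*3 females: the difference in score with nPM was −0.901 for microglia and −1.115 for oligodendrocytes (exact p = 0.0286 each, n = 4 against 4, adjusted p = 0.514 over the 36). The astrocyte differences were −0.211 in *APOE*3 females, −0.546 in *APOE*4 females, 0.040 in *APOE*3 males and 0.101 in *APOE*4 males, with exact p between 0.429 and 0.943. Without *APOE*3 female control 61, no test had an exact p under 0.05.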

### Baseline effects of *APOE4* allele and the overlap with nPM responses

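The allele comparison among controls used the 4 *APOE*3 and 4 *APOE*4 mice of each sex that inhaled filtered air, on 16404 genes in females and 16856 in males. The fit of all mice also gave an allele difference, with nPM as a term, so its *APOE* effect was read from control and nPM mice together.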

Baseline differences by *APOE* in non-exposed controls were analyzed by sex in two steps. The combined multivariate model showed 133 DEGs differed in baseline *APOE* allele effect (5% FDR) (Figure 2A). These DEGs were enriched for immune-related pathways including rheumatoid arthritis, granulocyte adhesion, IL10, and NFKB signaling. 

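In the fit of all mice, 41 of 11067 genes differed between *APOE*4 and *APOE*3 at 5% FDR, 17 higher and 24 lower in *APOE*4, and 200 had an unadjusted p under 0.005. The 3 genes higher in *APOE*4 with the smallest p were *Serpina3n* (chromosome 12 from 104406708 to 104414330; log2 difference 2.34, standard error 0.222, adjusted p = 3.08e-11), *Fam177a* (chromosome 12 from 55124528 to 55142105; 0.61, standard error 0.096, adjusted p = 4.18e-05) and *Ints7* (chromosome 1 from 191575636 to 191623691; 0.80, standard error 0.129, adjusted p = 6.94e-05). The 3 lower in *APOE*4 were *2210418O10Rik* (chromosome 2 from 176226565 to 176261873; −4.32, standard error 0.125, adjusted p = 2.69e-32), *Gm14296* (chromosome 2 from 176892509 to 176927814; −4.34, standard error 0.130, adjusted p = 7.34e-32) and *Gm14434* (chromosome 2 from 176470369 to 176486750; −1.48, standard error 0.102, adjusted p = 7.76e-16). These 3 belong to a family of zinc finger genes with similar sequences, so reads could be shared among members. The adjusted p are from limma. The number of genes moved most when only the 32 *APOE*-TR mice were fitted, which gave 914, and the voom, ComBat and unweighted fit gave 304 (137 higher, 167 lower), among them each of the 41.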

*APOE4* baseline differences included pathways of glutamate metabolism, and production of nitric oxide, superoxide and hydrogen peroxide, the LXL/RXR pathway of cholesterol efflux, and atherosclerosis.

**Figure 2.**
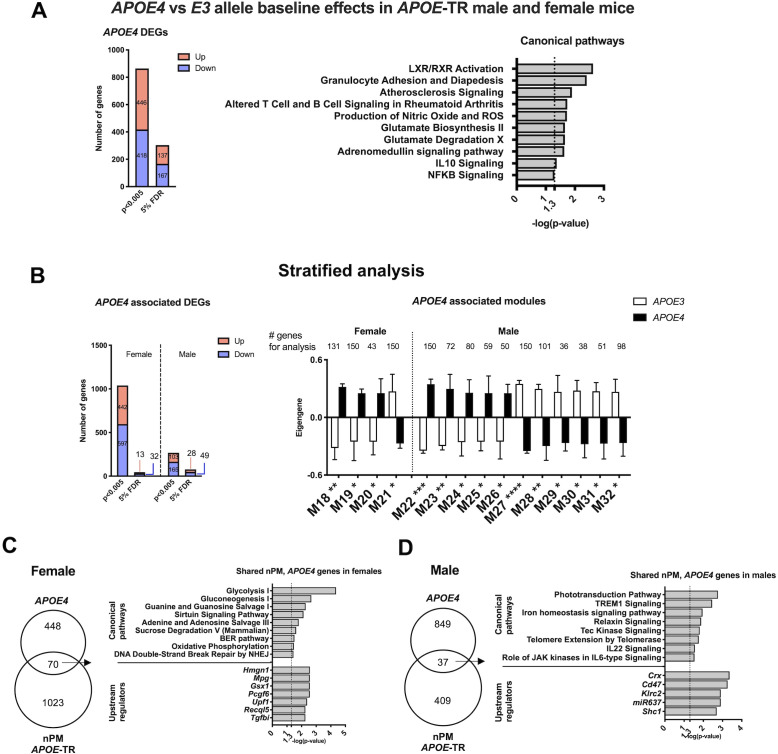
*APOE* allele baseline differences of RNA in cerebral cortex. (**A**) Differential expression analysis of *APOE*4- vs *APOE3-*TR, at 5% FDR and p-value, 0.005. (**B**) WGCNA modules associated with *APOE4* allele. IPA of the top 150 genes of the modules identified by kME (inter-module connectivity). Significance was calculated from the Pearson correlation of eigengenes for modules with *APOE4* allele. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. IPA analysis of overlapped genes between baseline differences by *APOE* allele and nPM response in females (**C**) and males (**D**). The genes in each group are a combination of identified genes based on DE and WGCNA. RNAseq sample size was 4/genotype/sex/treatment. Detailed IPA analysis of *APOE* allele baseline DEGs (Figure 2—figure supplement 1).

**Figure 2—figure supplement 1.**
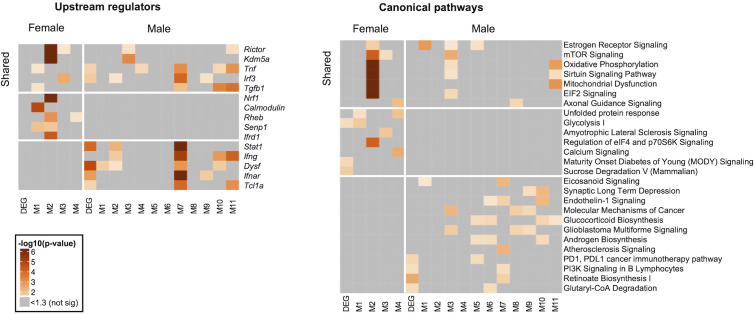
Upstream regulators and canonical pathways associated with *APOE4* baseline difference in male and female *APOE*-TR mouse.

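Among controls, 38 genes differed by allele at 5% FDR in females (13 higher and 25 lower in *APOE*4) and 74 in males (29 and 45), and 24 of them were the same genes. At an unadjusted p under 0.05 the order of the sexes was the opposite, with 6746 genes in females and 980 in males. In females, *Ptprh* (chromosome 7 from 4548614 to 4604042) was the gene higher in *APOE*4 with the smallest p, at a log2 difference of 1.74 (standard error 0.094, adjusted p = 0.000149 from limma), and *Gm14296* the gene lower in *APOE*4, at −4.47 (standard error 0.124, adjusted p = 1.32e-06 from limma). In males they were *Serpina3n*, at 2.47 (standard error 0.106, adjusted p = 5.15e-07 from limma), and *2210418O10Rik*, at −4.39 (standard error 0.108, adjusted p = 2.1e-09 from limma). *2210418O10Rik* had at most 21 reads in an *APOE*4 male control and at least 680 in an *APOE*3 male control. The count in females depended on single mice: it was 15 without *APOE*4 control 38 and 6404 without *APOE*3 control 52. In males it stayed between 41 and 61 without 1 mouse at a time. In nPM mice, which are other animals, each of the 35 female and 71 male genes that could be tested differed in the same direction, and 19 and 47 of them passed 5% FDR.

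**Figure D2:**
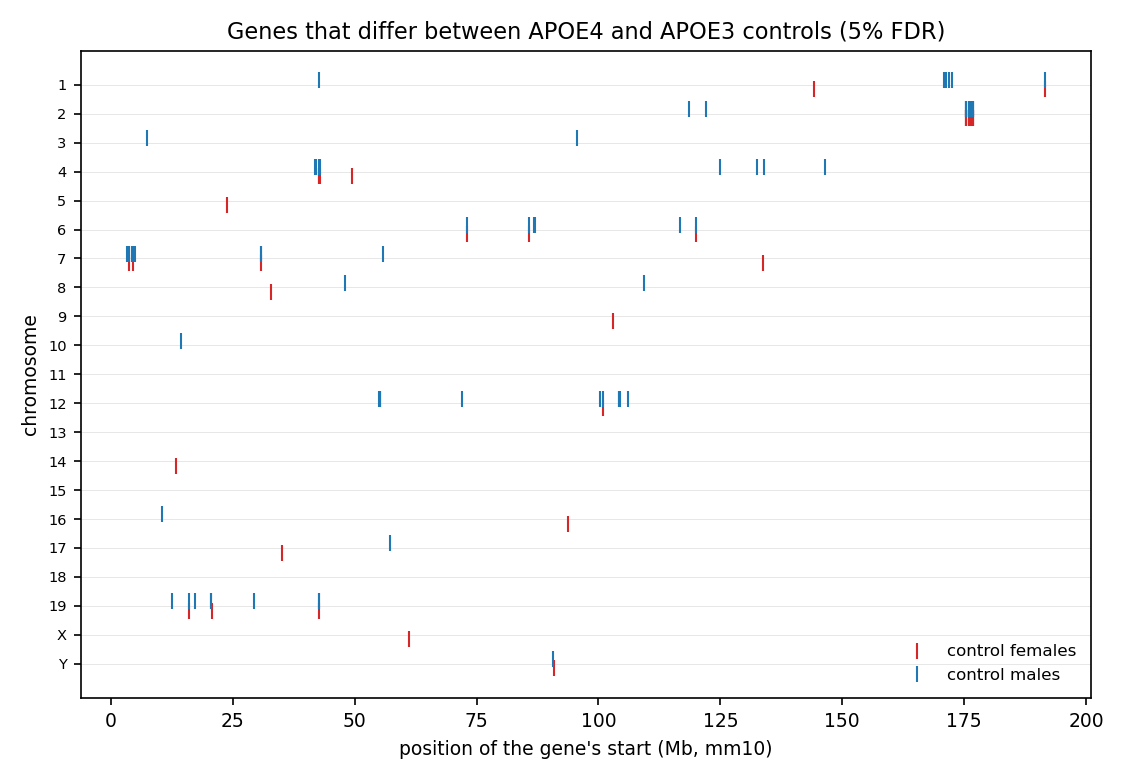
Starts of the genes that differ between *APOE*4 and *APOE*3 controls at 5% FDR, by chromosome (vertical axis) and position (mm10, in Mb, horizontal axis), as red ticks for control females and blue ticks for control males. Calls sit close together in parts of the genome: 78.1% of the male calls lie within 5 Mb of another, and 13 genes lower in *APOE*4 share a stretch of chromosome 2 near 176 Mb.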

In stratified analysis, males had 60% more DEGs differing by *APOE* alleles (male, 75 genes; female, 45 genes (Figure 2B, Figure 2—figure supplement 1). For WCGNA modules differing by *APOE* alleles, males had 3-fold excess (male 12 modules; female, four modules). Subsets of DEG (females, 70 DEGs; males, 37) had 7% overlap with nPM responding genes (Figure 2C–D), suggesting convergent effects of *APOE4* allele and nPM. 

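At an unadjusted p under 0.005 in both comparisons, 55 genes were nPM DEGs of *APOE*3 females and also differed by allele between control females. They were 5.64% of the allele genes and 50% of the 110 nPM DEGs, where 6.6 were expected if the comparisons were unrelated, and 54 of the 55 changed in the same direction. In males 1 gene was shared, 0.433% of the 231 allele genes and 3.85% of the 26 nPM DEGs, with 0.36 expected. The paper's overlap also counted genes of its WGCNA modules, which were left out here, so its numbers are not the same measure. The comparisons use the same 4 *APOE*3 control mice, which links them even without any effect. In 20 simulations of such groups without an effect, a mean of 8.3 genes (at most 13) was shared in females and 9.2 (at most 16) in males. Each gene was simulated independently, so a shift of many genes together in the controls was not covered. Across genes, the log2 changes of the 2 comparisons correlated with r = 0.936 in females and 0.333 in males, and the simulations gave at most 0.516 and 0.523. Genes are not independent replicates, so no p is given. With 2 of the *APOE*3 controls used for each comparison, the 6 ways to divide the females gave r between 0.426 and 0.876 and those of the males between −0.131 and 0.028. The number in females moved with single *APOE*3 controls, to 18 without control F6 and 183 without control 52. From the overlap the paper proposes that the *APOE*4 allele and nPM converge on the same genes.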

For females, the shared responding genes involved metabolic pathways (glycolysis, oxidative phosphorylation) and DNA repair (HMGN1). The male overlap involved a different set of genes related to iron homeostasis, telomere extension, and immune response (TREM1, IL11, JAK signaling).

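Of the genes in Fig. 3A and 3B, *App*, *Bace1*, *Mapt* and *Gsk3b* were compared in the 4 groups of *APOE*-TR mice. Each gene and group was tested by a two-sided exact permutation test on log2 CPM over all 70 labelings, and the 16 p-values were adjusted together by the Benjamini-Hochberg method. The paper chose these genes on the same mice, so the tests are not independent evidence. The lowest number of reads on any of them in an *APOE*-TR mouse was 918.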

AD-related pathways differed by sex and *APOE* alleles for nPM responses (Figure 3A–B). Only female *APOE3* responded to nPM in five AD pathway genes for amyloid precursor protein (APP) processing and for tau: *App*, *Bace1*, *Psen1* (Figure 3A); *Tau* and *Gsk3b* (Figure 3B). In contrast to mRNA changes in amyloidogenesis genes, the levels of amyloid peptides (Aβ40 and Aβ42) were not affected by nPM exposure in the cerebral cortex of APOE-TR mice (Figure 3C). However, Aβ40 peptide had a 50% lower baseline in males than females of both *APOE3* and *APOE4*-TR mice (Figure 3C). 

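In *APOE*3 females, *App* (chromosome 16 from 84954436 to 85173708, mm10) averaged 714 ± 47.4 CPM (SD, n = 4) in controls and 829 ± 46.2 CPM with nPM, a log2 change of 0.22 (exact permutation p = 0.0286), and each nPM mouse lay above each control. *Bace1* (chromosome 9 from 45838545 to 45862485) averaged 56 ± 13.3 and 72.4 ± 8.35 CPM, a log2 change of 0.40 (exact p = 0.114). *Mapt*, which encodes tau (chromosome 11 from 104231436 to 104332091), averaged 314 ± 80.8 and 434 ± 51.1 CPM, a change of 0.50 (exact p = 0.0857). *Gsk3b* (chromosome 16 from 38089001 to 38246080) averaged 115 ± 35.2 and 145 ± 14.1 CPM, a change of 0.38 (exact p = 0.171). Adjusted over the list alone the exact p was 0.356 for each of the 4, and over all genes the adjusted p from limma was between 0.230 and 0.271. In the other 3 groups the log2 changes of the 4 genes lay between −0.11 and 0.11, and none had an exact p under 0.1. A contrast chosen after the data were examined set *APOE*3 females against the mean of the other 3 groups. Its log2 difference was 0.28 for *App* (standard error 0.086, adjusted p = 0.0273 over all genes from limma), 0.35 for *Bace1* (0.122, 0.0373), 0.50 for *Mapt* (0.132, 0.0227) and 0.32 for *Gsk3b* (0.149, 0.0998). With a covariate for each library's trend with transcript length, no gene passed 5% FDR in that contrast. Without it, 13 of 100 splits of the same mice gave as many genes at an unadjusted p under 0.005. Across alleles the nPM response of none of the 4 differed at 5% FDR (adjusted p at least 0.442 from limma, unadjusted p 0.0241 for *Mapt*). Of the fits without 1 mouse, the one without control 61 gave the smallest change of 3 of the 4 genes, such as 0.32 for *Mapt* and 0.25 for *Bace1*, and without control F6 that of *Gsk3b* was 0.24. Within the 8 *APOE*3 females, the mean of the 4 genes followed the share of mitochondrial reads, after the group means were removed (r = −0.960, exact permutation p = 0.00347; rho = −0.976, exact permutation p = 0.00694; r = −0.954 without the 2 mice farthest from the median share). In the other 24 mice that relation was weaker (r = −0.322, permutation p = 0.0482; rho = −0.398, permutation p = 0.0458), and 6 such relations were computed. The paper states that only *APOE*3 females responded in these genes.

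**Figure D3:**
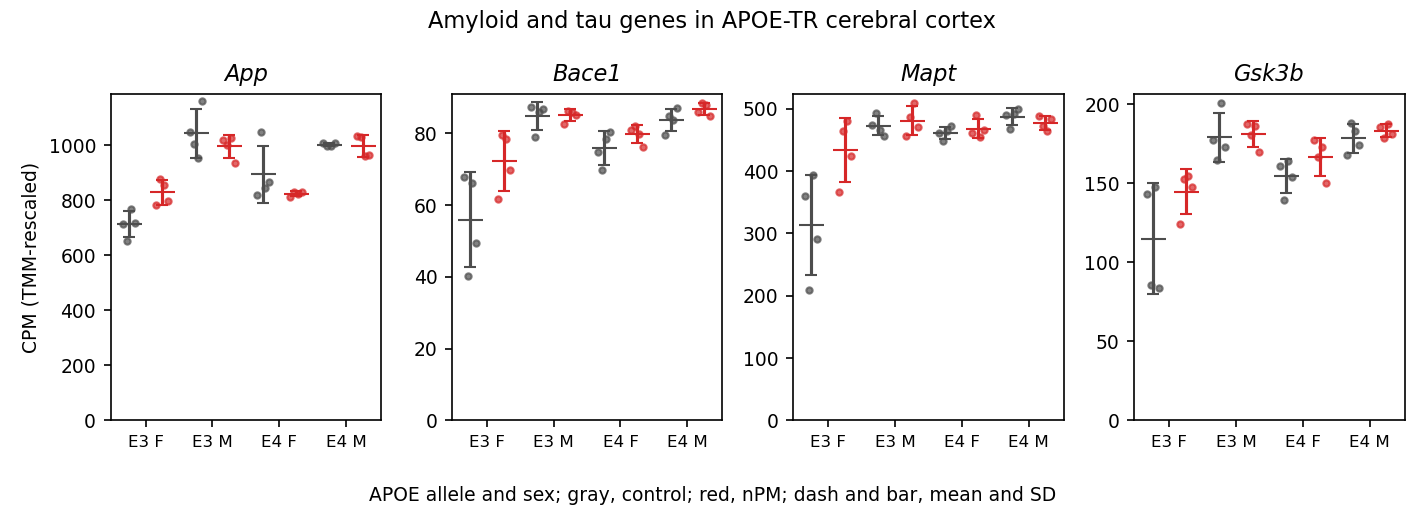
CPM of *App*, *Bace1*, *Mapt* and *Gsk3b* in each *APOE*-TR mouse, by group, with the mean and SD of each 4 mice. The *APOE*3 female controls hold the lowest values of each gene, such as *App* at a mean of 714 CPM, and for the other 3 genes their SD is larger than in any other group.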

Aβ40 peptide also had a significant negative correlation with mRNA levels of amyloidogenesis pathway including *App* (r, −0.65) and *Psen1* (r,−0.51 to −0.67) for both *APOE3* and *APOE4*-TR cerebral cortex (Figure 3D).

**Figure 3.**
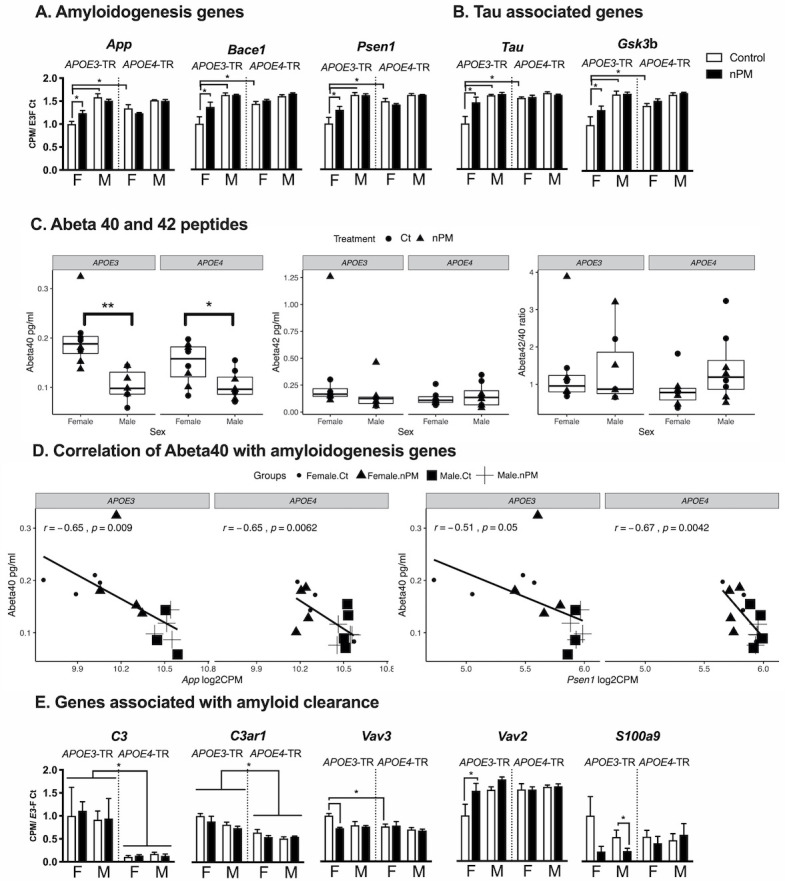
AD-associated gene responses to nPM in cerebral cortex. (**A**) Amyloidogenic pathway responses. Female *APOE3* had largest nPM response. (**B**) *Tau* and its kinase, *Gsk3b*. (**C**) Levels of Aβ40 and Aβ42 peptides did not respond to nPM. However, females had higher Aβ40 (pg/ml) of both *APOE*3 and *APOE4* mice. **p<0.01, *p<0.05 in t-test. (**D**) Aβ40 peptide was negatively correlated with amyloidogenesis gene expression including App (r = −0.65), and Psen1 (r = −0.51 to −0.67). The expression was reported as Log2 count per million (cpm). (**E**) Aβ-amyloid clearance pathway responses to nPM. A small subset (10%, 5/46) of amyloid clearance genes differed by *APOE* or nPM (genes identified in the IPA database for phagocytosis, proteolysis, degradation, deposition). Only *APOE*3 responded to nPM. Mean ± SEM. ANOVA; FDR multiple test correction. * Adj. p-value, 0.05. Sample size: 4/genotype/sex/treatment.

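The amyloid clearance genes that the paper prints (*Vav2*, *Vav3*, *S100a9*, *C3* and *C3ar1*) were tested for nPM in the 4 *APOE*-TR groups and for allele among controls of each sex. All 30 were run as exact tests. Limma was used for all but *S100a9* in *APOE*3 females, which had no reads in at least 1 mouse, and gave 7 with an unadjusted p under 0.05. The p-values below are exact permutation p unless limma is named, and the genes were chosen by the paper on the same mice.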

About 10% of genes related to amyloid clearance (5/46) differed by *APOE* or nPM. For amyloid clearance genes, only *APOE3* carriers in both sexes responded to nPM (Figure 3E). 

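For *S100a9*, *Vav2* and *Vav3*, the log2 changes with nPM in *APOE*4 mice were −0.26, 0.01 and 0.02 in females and 0.14, 0.01 and −0.04 in males, with exact p between 0.429 and 0.943. *C3ar1* had the largest change in *APOE*4 mice, −0.55 in females (exact p = 0.143).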

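Differences between groups in the response of these genes were tested with a contrast of *APOE*3 females against the mean of the other 3 *APOE*-TR groups, chosen after the data were examined. The log2 difference was −0.50 for *Vav3* (standard error 0.147, adjusted p = 0.0256 over all genes from limma) and 0.55 for *Vav2* (standard error 0.220, adjusted p = 0.0611 over all genes from limma). The limits given above for this contrast hold here too. With the transcript length covariate no gene passed 5% FDR, and without it 13 of 100 splits of the same mice gave as many genes at an unadjusted p under 0.005.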

Three genes responded to nPM with sex differences only in *APOE3*. 

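*Vav2* (chromosome 2 from 27262104 to 27427609, mm10) averaged 5.61 ± 2.46 CPM (SD, n = 4) in control *APOE*3 females and 8.26 ± 1.43 CPM with nPM, a log2 change of 0.62 (exact permutation p = 0.143), on 53 to 262 reads per mouse. In *APOE*3 males it rose from 8.24 ± 0.601 to 9.47 ± 0.502 CPM, a log2 change of 0.20 (exact permutation p = 0.0286, adjusted over the list alone 0.143). *Vav3* (chromosome 3 from 109340683 to 109685695) averaged 7.27 ± 1.12 CPM in control *APOE*3 females and 4.92 ± 0.349 CPM with nPM, a log2 change of −0.51 (exact permutation p = 0.0286, adjusted over the list alone 0.143), on 126 to 202 reads per mouse. In limma the adjusted p of *Vav3* was 0.230 over all genes and 0.0401 over the list alone. Among control females *Vav3* was also lower in *APOE*4 than in *APOE*3, by a log2 difference of −0.46 (exact permutation p = 0.0286, adjusted over the list alone 0.143). That comparison uses the same *APOE*3 control females. Without control 61, the change of *Vav2* in *APOE*3 females was 0.29.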

For *APOE3* females, *Vav2* (+50%); *Vav3* (decreased −50%); the Vav guanine nucleotide exchange factors mediate phagocytosis of fibrillar Aβ (Wilkinson et al., 2006). 

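*S100a9* (chromosome 3 from 90692630 to 90695722) averaged 0.699 ± 0.390 CPM (SD, n = 4) in control *APOE*3 males and 0.297 ± 0.158 CPM with nPM, on 3 to 40 reads per mouse. Its log2 change, with 0.5 CPM added, was −0.55 (exact permutation p = 0.143). In *APOE*3 females it averaged 1.48 ± 1.30 CPM in controls and 0.289 ± 0.288 CPM with nPM (exact permutation p = 0.114), and at least 1 nPM female had no reads on it.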

For *APOE3* males, *S100a9* (−60%), also known as *Mrp14*, regulates microglial phagocytosis of fibrillar Aβ (Kummer et al., 2012). Baseline expression of two complement genes was higher in *APOE3* than *APOE4: C3* (10-fold), *C3ar1* (+50%).

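Among control males, *C3* (chromosome 17 from 57203967 to 57228137) averaged 1.94 ± 0.795 CPM (SD, n = 4) in *APOE*3 and 0.370 ± 0.146 CPM in *APOE*4, on 5 to 85 reads per mouse. The log2 difference, with 0.5 CPM added, was −1.43 (exact permutation p = 0.0286; adjusted p = 0.0380 over all genes from limma). Among control females it averaged 2.17 ± 2.54 and 0.235 ± 0.118 CPM, a log2 difference of −1.5 (exact permutation p = 0.0286; adjusted p = 0.0782 over all genes from limma), and of −0.93 without *APOE*3 control 52. *C3ar1* (chromosome 6 from 122847140 to 122856158) averaged 2.70 ± 0.336 CPM in *APOE*3 and 1.71 ± 0.211 CPM in *APOE*4 control males, a log2 difference of −0.53 (exact permutation p = 0.0286; adjusted p = 0.104 over all genes from limma). Among control females it averaged 3.61 ± 0.366 and 3.34 ± 2.36 CPM, a log2 difference of −0.27 (exact permutation p = 0.571), which was −0.64 without *APOE*4 control 21 and −0.06 without *APOE*4 control 38. Adjusted over the list alone, the exact p was 0.143 for *C3* in each sex and for *C3ar1* in males.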

### Sex- and *APOE*- specific nPM-mediated NFKB responses

Next, we examined genes of the NFKB pathway, which regulate pro-inflammatory responses to nPM, as shown for responses of wildtype mice (B6 males) in hippocampus to nPM (Woodward et al., 2017a). In cerebral cortex, *APOE*-TR mice responded to nPM with a subset of genes downstream of NFKB (13%, 8/133) that differed by sex and *APOE* (Figure 4A). 

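The list of 133 NFKB downstream genes was not used here, and the 18 genes printed in Fig. 4A were tested in its place. At an unadjusted p under 0.05 in limma, nPM changed 4 of 16 testable genes in *APOE*3 females, 3 of 16 in *APOE*3 males, 4 of 17 in *APOE*4 females and 2 of 17 in *APOE*4 males, and 1 of 13 in B6 females and B6 males alike. Adjusted over the list alone, 1 gene passed 5% FDR, in *APOE*4 females. The printed genes had been chosen for their response, so these counts say nothing about the share of NFKB genes that respond.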

Two clusters of nPM responses were identified by Principal Component Analysis for these 133 NFKB downstream genes: Principal component (PC) 2 (20% of variance, nPM: sex interaction) and PC4 (2.5% of variance nPM:*APOE4* interaction) (Figure 4B).

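Principal components of the 18 printed NFKB genes were computed over the 32 *APOE*-TR mice, from log2 values with 2 CPM added and each gene scaled. They are not the components of the 133 genes. The first held 36.1% of the variance and the second 15.0%. For the second, the difference of the nPM response between sexes was −1.52 SD (permutation p = 0.0019, adjusted p = 0.0456 over 24 component tests) and between alleles −0.970 SD (permutation p = 0.0746). For the first these were −1.013 SD (permutation p = 0.0062, adjusted p = 0.0744) and 0.622 SD (permutation p = 0.137).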

**Figure 4.**
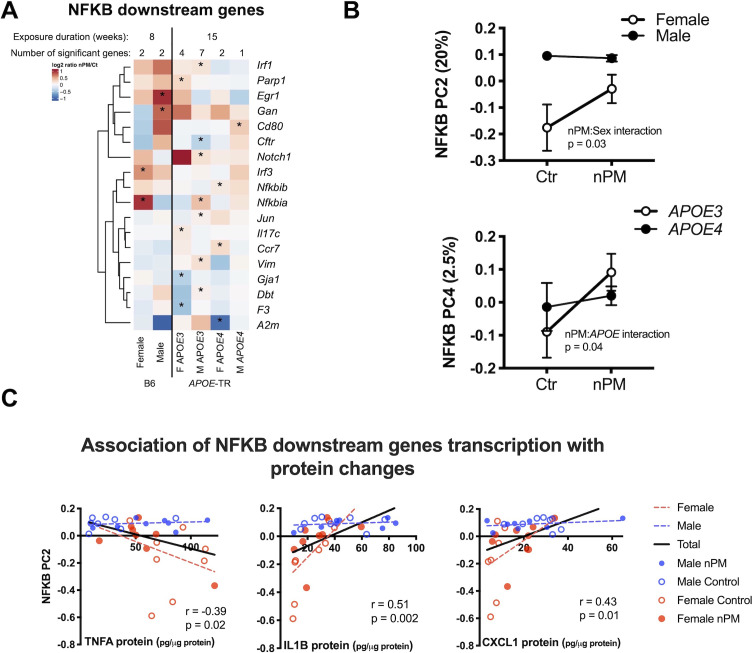
nPM induced inflammatory responses with sex- and *APOE* specificity. (**A**) Stratified analysis of NFKB downstream genes responses to nPM. The combined IPA datasets included 133 NFKB downstream genes. (**B**) Principal component analysis of 133 NFKB downstream genes in *APOE*-TR: PC2 (20% of total variance) was associated with nPM: sex interaction; PC4 (2.5% of variance), associated with nPM:*APOE* interaction. (**C**) Protein levels of genes downstream of NFKB were correlated with PC2: positive correlations for CXCL1 and IL1B; inverse correlation with TNFA. Only females responded to nPM. Sample size of 4/genotype/sex/treatment.

Cytokine protein levels were examined for association with these PCs in cerebral cortex. PC2, but not PC4, was correlated with TNFA (r = −0.39, p=0.02), IL1B (r = 0.51, p=0.002), and CXCL1 (r = 0.43, p=0.01) proteins (Figure 4C). Only females responded to nPM for these cytokines. These RNA and protein responses are notable for consistent sex-specific inflammatory responses to nPM.

### Sex- and *APOE* allele-specific NRF2 responses

NRF2 downstream responses to nPM differed by sex and *APOE* (Figure 5A). 

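Of the 60 NRF2 downstream genes printed in Fig. 5A, the number at an unadjusted p under 0.05 in limma was 20 in *APOE*3 females (5 increased, 15 decreased), 4 in *APOE*3 males, 5 in *APOE*4 females and 5 in *APOE*4 males. Adjusted over the list alone, 1 gene passed 5% FDR in *APOE*3 females and none did in the other *APOE*-TR groups. The printed genes had been chosen for their response to nPM.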

The 60 responding genes included *Gpx3*, and *Gstp1*, *Jun*, *Nfe2l1* (*Nrf1*), and several *Maf* family transcription factors. 

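*Gpx3* had log2 changes of 1.18 in B6 females (exact permutation p = 0.0857), −1.74 in B6 males (exact permutation p = 0.114) and −0.23 in *APOE*3 females (exact permutation p = 0.371). Its control level in B6 males was 51.8 ± 39.6 CPM (SD, n = 4), against 3.42 ± 1.49 CPM in B6 females. *Gstp1* changed by 0.56 in B6 females (exact permutation p = 0.0857) and −0.32 in *APOE*3 females (exact permutation p = 0.114). *Jun* changed by between −0.11 and 0.21 across the 6 groups, with exact p of at least 0.229. Of the *Maf* genes, *Maff* changed by 0.50 in *APOE*3 males (exact permutation p = 0.0286, on 14 to 51 reads per mouse), *Mafg* by 0.73 in *APOE*3 females (exact permutation p = 0.114) and 0.33 in B6 females (exact permutation p = 0.0286), and *Mafk* by 1.10 in B6 females (exact permutation p = 0.0857).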

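In the sequencing data, *Nfe2l1* (chromosome 11 from 96817414 to 96829969, mm10) averaged 252 ± 50.5 CPM (SD, n = 4) in control *APOE*3 females and 317 ± 25.9 CPM with nPM, a log2 change of 0.36 (exact permutation p = 0.0857). In B6 females it rose from 49.5 ± 1.55 to 63.1 ± 5.64 CPM, a change of 0.27 (exact permutation p = 0.0286). The log2 changes were −0.03 in *APOE*4 females, 0.01 in *APOE*3 males, 0.02 in *APOE*4 males and 0.20 in B6 males, with exact p between 0.171 and 0.914. Single mice moved these changes: to 0.22 in *APOE*3 females without control 61, 0.17 in B6 females without nPM mouse 53, 0.05 in B6 males without control 2 and −0.01 in *APOE*4 males without nPM mouse 33.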

A subset of gene responses was validated by qPCR, for example *Nrf1* (Figure 5B; Figure 1—figure supplement 4). 

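In B6 mice, 12 of 47 testable NRF2 genes of Fig. 5A had an unadjusted p under 0.05 in females (9 increased, 3 decreased) and 4 of 49 in males. Such genes were also more frequent among all genes in the groups where the list gave more. Their share of all tested genes was 21% in *APOE*3 females and 10.4% in B6 females, against 5.61% in *APOE*4 females, 4.40% in B6 males, 4.18% in *APOE*4 males and 2.25% in *APOE*3 males.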

Female B6 and *APOE*-TR had 2-fold or more *Nrf2* downstream genes responding to nPM. 

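Components of the 60 printed NRF2 genes were computed in the same way as for NFKB. The first held 51.2% of the variance and the second 15.6%. In *APOE*3 females the nPM difference was −1.669 SD on the first (exact permutation p = 0.0857) and 1.478 SD on the second (exact permutation p = 0.0571). Differences of the response between sexes were −0.884 SD on the first (permutation p = 0.0454, adjusted p = 0.182) and 0.454 SD on the second (permutation p = 0.390), and between alleles 0.803 SD (permutation p = 0.0828) and −0.657 SD (permutation p = 0.201).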

PC2 is associated with nPM for interactions with sex (p=0.01) and *APOE* (p=0.02), 6.4% of the variance, mainly associated with *APOE3* females (Figure 5C). 

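Over the 32 *APOE*-TR mice, the second components of the printed lists correlated with r = −0.557 (permutation p = 0.00099; rho = −0.562, permutation p = 0.00104). The value was −0.522 without the 2 mice farthest out. The first components correlated with r = 0.966 (permutation p = 1e-05, the smallest that the permutations can give; rho = 0.854, permutation p = 1e-05) and with 0.929 without the 2 mice farthest out. The sign of a component is arbitrary, so the size of r is what can be compared. For the first components r was 0.957 in females alone and 0.245 in males alone. For the second components it was −0.407 in females and −0.044 in males, and 4 relations were computed. Mice of different groups are included, so group differences contribute to r. Random gene lists of the same sizes gave a median size of r of 0.972 for the first components and 0.795 for the second. The paper proposes crosstalk between the 2 factors from the correlation.

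**Figure D4:**
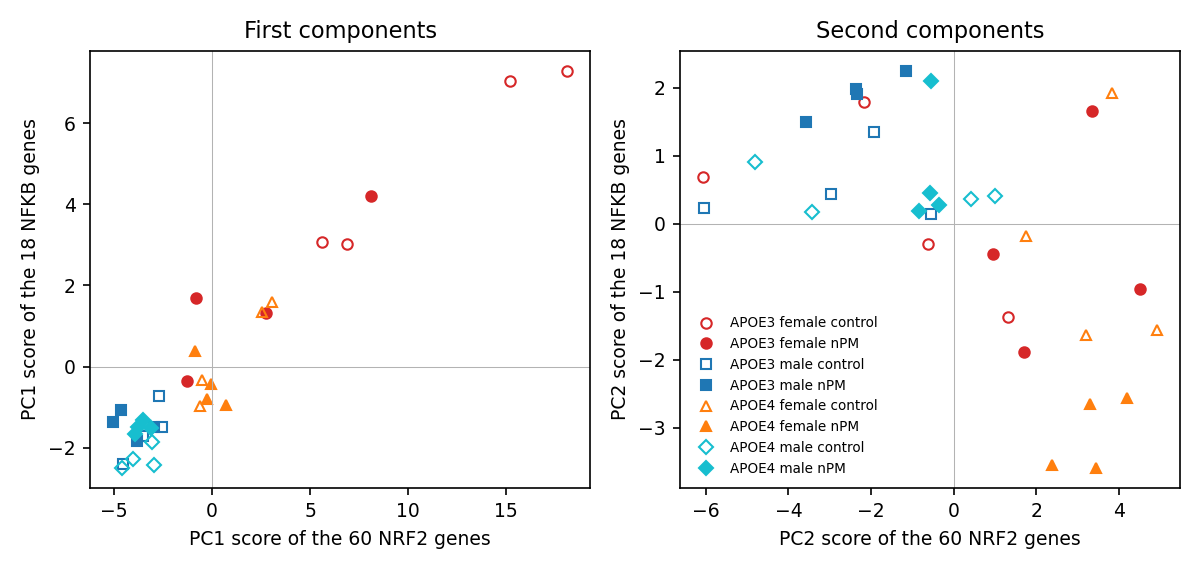
Scores of the 32 *APOE*-TR mice on the first components (left) and second components (right) of the 18 printed NFKB genes against those of the 60 printed NRF2 genes, with open symbols for controls and filled symbols for nPM. The first components follow each other closely (r = 0.966), and *APOE*3 female controls 61 and F6 lie at the far end.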

The strong inverse correlation of *Nrf2* PC2 with *Nfkb* PC2 (Figure 5E, r = - 0.95, p=0.0001) suggests crosstalk between these transcriptional factors during exposure to nPM.

**Figure 5.**
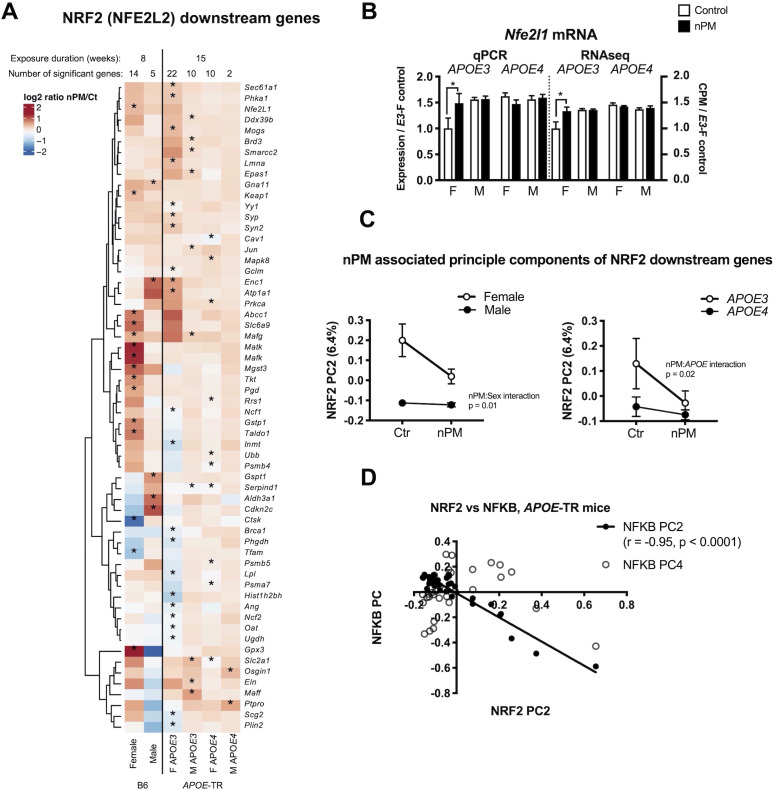
*Nrf2* responses to nPM in B6 and *APOE*-TR mice. (**A**) Heatmap of log2 fold changes of nPM responses, showing altered expression of at least 60 genes downstream of *Nrf2*, differing by sex or *APOE* genotype. (**B**) Validation by qPCR of *Nfe2l1* (*Nrf1*) changes in RNAseq. (**C**) Principal component analysis of 513 *Nrf2* downstream genes in *APOE*-TR: Only PC2 (6.4% of variance) had nPM-sex interaction (p=0.01) and *APOE* (p=0.02). *APOE3* females had the highest nPM response. (**D**) PC2 of *Nrf2* downstream genes varied inversely (R2 = 0.91, p=0.0001) with the PC2 of *Nfkb* downstream genes. Sample size of 4/genotype/sex/treatment.

### Inhibitory effects of NRF2 on NFKB response to nPM

The relationship of NRF2 and NFKB responses of nPM was further explored in an independent dose-response experiment. The duration of inhalation exposure was only 3 weeks to assess the initial responses of nPM by male C57BL/6 mice. After 3-week exposure to 300 μg/m^3^ nPM, the cerebral cortex had nuclear translocation of NRF2 protein (+50%) and increased cytosolic NFKBP65 (+25%) (Figure 6A). Downstream of NRF2, the rate limiting enzyme of glutathione synthetase (GCLC) had dose-dependent increase correlated with *Nrf2* mRNA (r, 0.6, p=0.005) (Figure 6B). *Nrf2* and *Nfkb* responses of B6 male mice at three nPM doses had opposing changes of increased *Nrf2* mRNA, but decreased *Nfkbp65*, *Nfkbp50* mRNA and IL2 protein, all with dose-dependence (Figure 6C).

**Figure 6.**
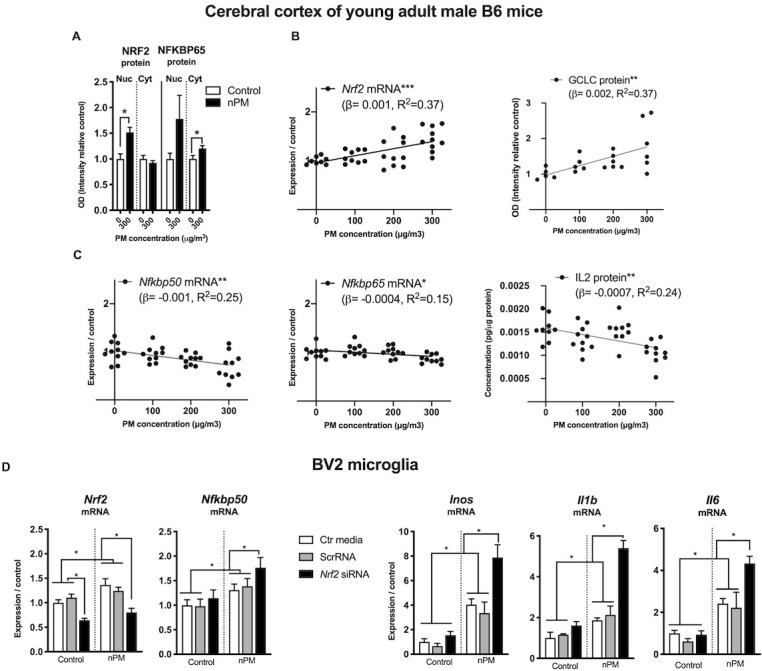
NRF2 and NFKB interact with nPM toxicity in cerebral cortex of male C57BL/6 mice and in mouse microglia (BV2 cells, in vitro). (**A**) Increased nuclear translocation of NRF2 and cytosolic NFKBP65 of B6 mice exposed to 300 μg/m^3^ nPM for three wks. (**B**) nPM exposure dose-dependent increase of *Nrf2* mRNA and positive correlation with increase of GCLC protein. (**C**) nPM dose-dependent decrease of *Nfkbp65* and *Nfkbp50* mRNA, and IL2 protein levels. Inhalation exposure to nPM at 100, 200, and 300 μg/m^3^ nPM (in vivo sample size, 10/group; exposure, 5 hr/d, 3 d/wk, 3 wks. **p=0.001, ***p=0.0001. (**D**) BV2 microglia in vitro response to nPM at 5 μg/ml nPM for 6 hr after partial knockdown of *Nrf2* (sample size, 6/group; two independent biological replicates). *Nrf2* mRNA knockdown was >60% at time 0. ANOVA with FDR multiple test correction. Mean ± SEM. *Adj. p=0.05. nPM chemical characterization (Figure 1—figure supplement 1).

Nrf2 and Nfkb interactions were examined in BV2 microglia in vitro during acute (6 hr) exposure to nPM. Partial knockdown of *Nrf2* (−40%) by siRNA increased the *Nfkb* mediated responses of nPM (Figure 6D), with 30% higher *Nfkbp50* mRNA, and 200% higher mRNA of *Inos*, *Il1b* and *Il6*.

### NRF2 and NFKB are potential regulators of the nPM responses in the cerebral cortex and mixed glial culture

The top canonical pathways related to nPM exposure in the cerebral cortex of adult mice comprised of calcium signaling, HIF1α signaling, circadian rhythm pathway, AMPK signaling, SAPK/JNK signaling, endocannabinoid pathways and NRF2 oxidative stress responses (Figure 1A). These highly interconnected pathways comprise a larger network of oxidative and inflammatory responses (Figure 7). Thus, the hub regulators of nPM responses could broadly affect these pathways. Using IPA analysis, we built two networks from the NRF2 and NFKB downstream genes in the identified canonical pathways. 

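In the fit of all mice, *Smarca4* (chromosome 9 from 21616169 to 21704231, mm10) had a log2 change of 0.32 with nPM (standard error 0.096), or 24.6% (unadjusted p = 0.00173, adjusted p = 0.301 from limma). Its mean rose from 40.7 ± 16.1 to 66 ± 18.3 CPM (SD, n = 4) in *APOE*3 females, from 48.3 ± 7.79 to 74.8 ± 16.8 CPM in B6 females and from 40.2 ± 9.37 to 53.9 ± 8.28 CPM in B6 males, with log2 changes of 0.12, 0.09 and 0.11 in *APOE*3 males, *APOE*4 females and *APOE*4 males. *Cftr*, *Hdac1* and *Vegfc* had no reads in at least 1 mouse and were left out of that fit. Their mean CPM differed with nPM by −61.8% and 62.3% (*Cftr*), 14.6% and −18.7% (*Hdac1*) and −56.1% and 71.4% (*Vegfc*) in B6 females and B6 males, on at most 93 reads per mouse. In the *APOE*-TR groups the differences lay between −29.4% and 21.6% for *Cftr*, −12% and −0.691% for *Hdac1* and −6.83% and 11.4% for *Vegfc*. That of *Cftr* in *APOE*3 males was a log2 change of −0.32 (exact permutation p = 0.0286).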

Exposure to nPM caused expression changes in four of these genes in the cerebral cortex of adult mice: *Smarca4* (+25%), *Cftr* (+25%), *Hdac1* (−65%), and *Vegfc* (−65%).

**Figure 7.**
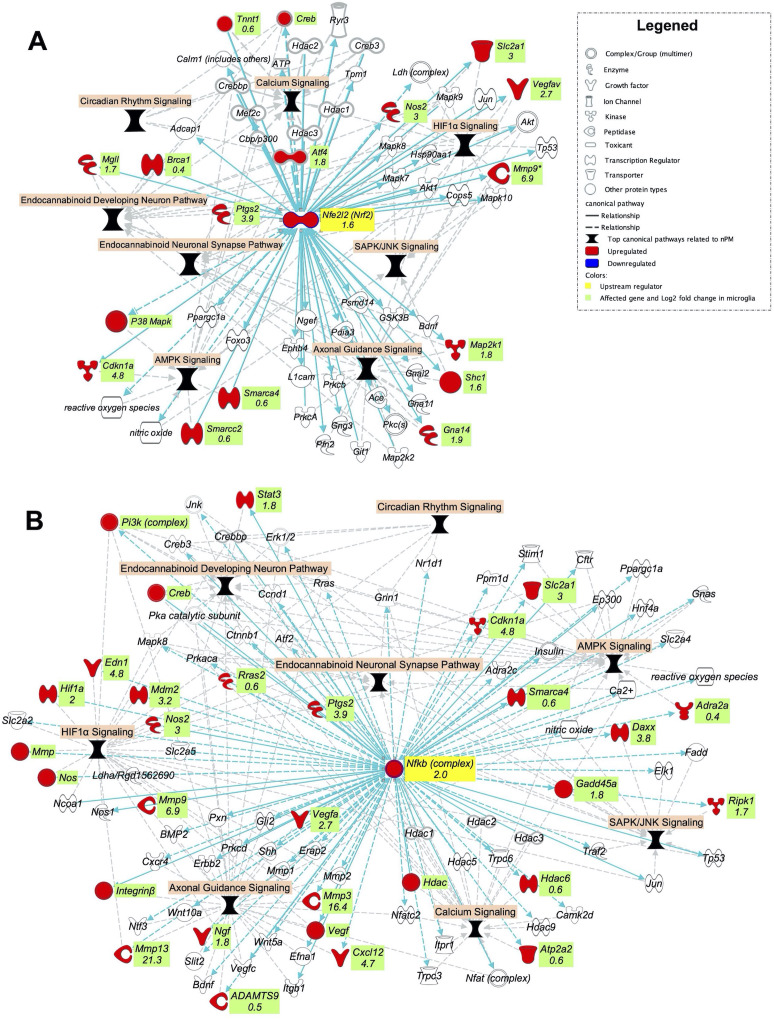
NRF2 and NFKB are potential upstream regulators of the top canonical pathways related to nPM effects in the cerebral cortex of adult mice. Gene networks of (**A**) NRF2 and (**B**) *NFKB* downstream genes in the top nPM related canonical pathway (Figure 1A). The network was made by IPA software. The networks were overlaid with the significant responses to nPM in mixed glial culture (Woodward et al., 2017a). The numbers indicate log2 fold-changes of gene expression in Affymetrix microarray. Dataset from prior studies (Woodward et al., 2017a). In vitro sample size, 4/group.

We hypothesized that these networks are among the initial responses to nPM exposure and contributed to chronic damage at later stages. The transcriptional responses of these networks were examined in mixed glial culture after 24 hr exposure to 10 μg/ml nPM (Dataset from prior nPM studies Woodward et al., 2017a). Major increases of both *Nrf2* (300%) and *Nfkb* (400%) mRNA were induced by acute nPM exposure (Figure 7). A large portion of genes from the constructed networks was also upregulated by nPM: 17 NRF2 and 30 NFKB DEGs from these downstream networks. These genes were related to all selected signaling pathways: HIF1A, calcium, AMPK, SAPK/JNK, and the endocannabinoid system. Several of these genes are also transcriptional regulators that could initiate further downstream changes, body-wide. Some of these genes include *Brca1* (+30%), *Atf4* (350%), *Smarca4* (50%), *Hif1a* (400%), and *Stat3* (350%) (Figure 7).

## Discussion

These finding address the gap in how sex and *APOE* allele interactions may alter neurodegenerative responses to air pollution. Cerebral cortex genomic responses to nPM, were examined in C57BL/6 mice (B6, wildtype) and B6 mice carrying human transgenes for *APOE*3 and *APOE*4 alleles. Female mice had two-fold more genes that responded to nPM, further enhanced for *APOE*3. Responding genes included neuronal pathways (e.g. axonal guidance; glutamate synapse genes), inflammation (e.g. AMPK, and APK/JNK signaling), and antioxidant and hypoxic signaling (e.g. NRF2, HIF1A signaling). Genes in pathways downstream of NFKB and NRF2 responded oppositely to nPM. These interactions of NRF2 and NFKB may modulate sex and *APOE* risk for AD and accelerated cognitive aging during air pollution exposure.

The nPM responding genes may help to identify GxE in neurodegenerative risks from air pollution and cigarette exposure. For example, a combination of air pollution and a specific *IL1B* variant increased the risk of Parkinson disease (Lee et al., 2016). Our findings extend microarray analysis of frontal cortex of children and young adults from Mexican cities differing in air pollution levels: the 134 responding genes include inflammation (e.g. *NFKB*) and antioxidant responses (e.g. *GPX2*, *GPX3*) (Calderón-Garcidueñas et al., 2012). Microarray analysis of rat brain chronically exposed to PM0.2 also overlapped with our results: *S100a9*, calcium channels (e.g. *Cacna1i*), and glutamate receptors (Ljubimova et al., 2013).

These glutamatergic gene responses extend findings that hippocampal neurites are selectively sensitive to nPM (Morgan et al., 2011; Woodward et al., 2017b; Fonken et al., 2011). The increased levels of the ionotropic receptor NMDA type subunit 1 (*Grin1*) is notable: a *GRIN* polymorphism is associated with the risks of Parkinson (Wu et al., 2010), schizophrenia (Demontis et al., 2011), and also interacts with *APOE* alleles for earlier AD onset (de Oliveira et al., 2016), *GRIN* variants might also alter air pollution neurodegenerative responses, for example mutations in *GRIN2A* and *GRIN2B* increased the risk of cognitive impairments for lead poisoning of children (Rooney et al., 2018b). The nPM responses of *Grin2a* and *Grin2b* mRNA, while modest (p=0.05–0.06), merit further study among xenobiotics.

AD-associated genes responded differently to nPM by sex and *APOE* allele. *APOE3* females had the lowest baseline and the highest nPM response in genes associated with amyloidogenesis and TAU. The smaller responses of *APOE*4 mice to nPM may be a ceiling effect, because about 7% of the nPM responsive genes also had *APOE4* baseline differences in both sexes. For non-exposed controls (baseline), *APOE4* vs *APOE3* differed in 300 genes related to known *APOE* pathways including LXR/RXR (Courtney and Landreth, 2016), Atherosclerosis (Mahley et al., 2009), and Rheumatoid arthritis (Toms et al., 2012). A similar *APOE* allele specificity was found in responses to ozone (O_3_), which impaired memory in *APOE3*, but not *APOE4*-TR mice (Jiang et al., 2019). This pattern may be compared with ceiling effects of aging on responses to air pollution which we observed in middle-aged B6 mice. Both sexes at age 18 months have elevated baseline levels of antioxidant and inflammatory gene mRNA and protein, which did not respond to nPM or O3, unlike young mice (Jiang et al., 2019; Woodward et al., 2017b; Zhang et al., 2017a).

Brain amyloid must also be considered in the complex interactions of APOE genotype and sex with air pollution. The current study of *APOE*-TR mice response to nPM and a study of response to ozone (Jiang et al., 2019) showed that neither air pollutant altered brain Abeta40 and Abeta42 peptide levels for mice of ages 3 to 18 months (young to middle-age). The *APOE*-TR mice have the normal murine wildtype amyloid peptide Abeta42, which differs from the human in three amino acids and aggregates less avidly (Otvos et al., 1993). Thus, our study in *APOE*-TR mice do not include additional stress due to amyloid aggregates present in the *FAD* transgenic models. Unlike *APOE*-TR, nPM exposure increased the amyloid plaque loads in EFAD (*APOE*-TR plus five mutation in amyloidogenic genes) and *J20* AD mouse models (Cacciottolo et al., 2017; Cacciottolo et al., 2020). In EFAD mice, nPM caused greater amyloid plaque load in E4FAD than E3FAD. Even in that study, nPM increased levels of Abeta oligomers, but not plaque load in E3FAD more than for E4FAD mice. These differences suggest the hypothesis that *APOE* alleles cause differences in amyloid clearance, phagocytosis, and proteolysis. As expected, some nPM-responding genes that mediate amyloid clearance differed by the *APOE* allele. The complement factor C3, which mediates amyloid clearance (Maier et al., 2008), had a higher baseline in *APOE*3, but lacked nPM response, whereas *Vav* and S100 calcium-binding protein A9 (*S100a9*) responses to nPM were restricted to *APOE*3. *Vav* and *S100a9* regulate phagocytosis of fibrillary Abeta by microglia (Wilkinson et al., 2006; Kummer et al., 2012). The *APOE*3 and 4 proteins, and Abeta compete differentially for uptake by astrocytes via the lipoprotein receptor-related protein 1 (LRP1)-dependent pathway (Verghese et al., 2013). Moreover, *APOE*4 astrocytes have less efficient Abeta clearance, attributed to acidification of endosomes (Verghese et al., 2013; Prasad and Rao, 2018). Possibly, an efficient clearing system could compensate even for a greater amyloidogenic effect of nPM in *APOE3* than *APOE4* mice. This hypothesis will be tested further in vitro and in vivo.

Similar to the amyloid pathway, *APOE4* had higher baseline level of inflammation, while their response to nPM was less than the *APOE3*. This allele specificity was also shown for responses to ozone (Jiang et al., 2019). In contrast, responses to LPS endotoxin by intra-peritoneal injection were greater in *APOE4* male mice for microglial activation and systemic inflammatory cytokines (Zhu et al., 2012). In vitro, *APOE*4 macrophages also had higher induction of NFKB, TNFA, and heme oxygenase one in response to LPS (Jofre-Monseny et al., 2007). While air pollution can include endotoxins, the comparisons with injected LPS for sex and *APOE* are limited because the systemic responses are downstream of the lung, which receives most inhalants.

Female mice had greater response to nPM than males for immune and antioxidant pathways, for wildtype and *APOE*-TR mice. Sex hormones and early life gonadal programming during brain development could underly these differences. Ex-vivo microglial cultures from male and female brains had divergent inflammatory response to estradiol (E2) and LPS (Loram et al., 2012). A gene expression microglial developmental index showed a sex difference in maturation and immune reactivity, which correlated with the risk of AD and autism spectrum disorders (Hanamsagar et al., 2017). In SH-SY5Y neuroblastoma cells, E2 increased cell survival and NRF2 antioxidant defense against homocysteine (Chen et al., 2013). Similarly, E2 treatment of postnatal rats ameliorated acute ethanol-induced oxidative stress, neuroinflammation, and neuronal cell death through increase of sirt1, P53 acetylation inhibition, and reduction in phospho-NFKB nuclear localization (Khan et al., 2018). Higher adaptive genomic response by females might favor faster detoxification or recovery from air pollution. Metformin mediated NRF2 activation could ameliorate tight junction proteins, blood–brain barrier (BBB) integrity, reduce inflammation and oxidative stress, and also normalize the levels of BBB glucose transporter GLUT1 protein after cigarette smoke exposure in mice (Prasad et al., 2017).

As opposed to potential protective effects of estrogen hormones against air pollution, female mice had higher baseline levels of Abeta40 than males. This results parallels with female excess amyloid plaque load of aged AD mouse models (Callahan et al., 2001; Hirata-Fukae et al., 2008). Neonatally demasculinized or defeminized *3xTg*-AD or other AD transgenic mice shows the major role of sex steroids in determining adult sex differences in Abeta accumulation (Carroll et al., 2010; Pike et al., 2009). Thus, sex steroids can act as a double-edged sword for amyloidogenic responses to air pollution and other environmental neurotoxins. Resolving the role of steroid hormones in this intricate relationship of background biology and air pollution requires studies on the recovery after nPM exposure in gonadectomized and older mice. We plan further studies of the complex interface of sex-*APOE* allele and nPM in mixed glial cultures derived from male and female *APOE3* and *APOE4*-TR mice.

NFKB and NRF2 had opposite responses to nPM, that included downstream genes in wildtype B6 and *APOE*-TR. This divergence was also shown in a short term (3 weeks) exposure of B6 male mice. The NRF2 and NFKB crosstalk was validated in BV2 microglia. This is the first evidence for NRF2 and NFKB interactions in response to air pollution of both in vivo and in vitro models. These results parallel the LPS responses of monocytes, which showed redox-mediated transcriptional cross-talk between NRF2 and NFKB responses to LPS (Zhang et al., 2017b). Concurrent increase of nuclear NRF2 and cytosolic NFKBP65 in cerebral cortex after nPM exposure suggest that NRF2 activation can attenuate NFKB nuclear localization. We hypothesize involvement of KEAP1, the NRF2 repressing protein, which can mediate IKKB degradation and inhibit NFKB nuclear localization (Kim et al., 2010; Lee et al., 2009). Other mechanisms could be mediated by direct protein-protein interaction, and by secondary messengers. For example, NRF2 can inhibit NFKB through reduction of reactive species and suppress RAC1-mediated NFKB activation (Sanlioglu et al., 2001; Cuadrado et al., 2014). In contrast, NFKB can also inhibit NRF2 activity through enhancing the recruitment of histone deacetylase (HDAC3) to ARE region (Wakabayashi et al., 2010), or competing with NRF2 for binding to CH1-KIX domain of CBP protein inside the nucleus (Liu et al., 2008). These interactions are also shown for thein nematode *C. elegans:* the *NRF2* homologue *skn-1* and the antibacterial factor 2 (*abf-2*) responded rapidly to nPM, with persisting developmental effects (Haghani et al., 2019).

Since immortalized BV2 microglial cells have limited comparability with in vivo microglial cells, we further corroborated the nPM responses of adult brain in primary mixed glial culture. In adult brain, nPM affected a network of genes from a set of highly interconnected canonical pathways including NRF2 oxidative stress response, HIF1A, AMPK, circadian rhythm, and endocannabinoid related signaling pathways. Interestingly, numerous genes from this network including *Nrf2* and *Nfkb* mRNA were upregulated in mixed glial culture after 24 hr acute exposure to nPM. A large portion of this gene network were considered as downstream of NRF2 and NFKB transcriptional factors. Thus, these two molecules are potentially the hub upstream regulators of long-term nPM neurotoxic effects. This hypothesis remained to be tested in further in vitro and in vivo studies.

The statistical power to identify all responding genes is intrinsically limited by the high dimensionality of RNAseq data with >20,000 genes. Thus, p=0.05 threshold needs to be adjusted for multiple testing to identify the real changes. Unfortunately, the small effect size of nPM exposure together with the necessarily small sample size of animals led to lack of enogh power to detect the changes at 5% FDR rate. To minimize the rate of false positives, we reported the changes at a nominal significance of p<0.005. Nonetheless, there could be small changes in some genes that we could not detect but still critical for air pollution toxicity. For example, while RNAseq analysis did not detect responses of *Nrf2*, *Nfkb*, and *Gclc* mRNA at p<0.005, the nPM dose-response experiment showed a 50% dose-dependent change in *Nrf2*, *Nfkb* mRNA, and GCLC protein, which confirmed findings on the cerebellum (Zhang et al., 2012). Thus, RNAseq and other high dimensional data are inherent with potential false-positive and false-negative results.

Another limitation of air pollution studies is the heterogeneity in the chemical composition and toxic activity PM. Recently, we identified physical and chemical characteristics of nPM that altered in vitro and in vivo toxicity of nPM (Zhang et al., 2019; Haghani et al., 2020). Regardless, NRF2 and NFKB responses were consistent in all the nPM batches used in these different experiments.

In summary, air pollution neurotoxicity was shown to have sex- and *APOE* allele-specificity, which are main risk factors for AD. These findings give a rationale for including *APOE*-gender interactions in epidemiological studies of cognitive aging and dementias.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*APOE3*-TR^+/+^ *APOE4*-TR^+/+^	PMID:8980023		
Strain, strain background (*M. musculus*)	C57BL/6J (B6)	Jackson laboratory	000664; RRID:IMSR_JAX:000664	
Cell line (*M. musculus*)	BV2 microglia	ATCC	EOC 20 (ATCC CRL-2469); RRID:CVCL_5745	Female originated
Other	Mixed glia (microglia and astrocyte)	*R. norvegicus*		Postnatal days 3–5, mixed sexes
Transfected construct (*M. musculus*)	*Nfe2l2* siRNA	Thermofisher Scientific	156499	
Other	Lipofectamine RNAiMAX reagent	Thermofisher Scientific	13778500	
Antibody	anti-NRF2 (rabbit polyclonal)	Abcam	ab137550; RRID:AB_2687540	WB, 1:1000
Antibody	anti-H3 (rabbit polyclonal)	Cell Signaling Technology	D1H2; RRID:AB_10544537	WB, 1:1000
Antibody	anti-GAPDH (Mouse monoclonal)	Santa Cruz Biotechnology	sc-32233; RRID:AB_627679	WB, 1:500
Antibody	anti-NFKBP65 (Rabbit polyclonal)	Cell Signaling Technology	D14E12; RRID:AB_10859369	WB, 1:750
Antibody	anti-mouse IRDye 800CW	LICOR	926–32210; RRID:AB_621842	WB, 1:20,000
Antibody	anti-rabbit IRDye 680RD	LICOR	926–68070; RRID:AB_10956588	WB, 1:20,000
Commercial assay or kit	RNAeasy Mini Kit	Qiagen	74104	
Commercial assay or kit	TRUseq Stranded mRNA Kit	Illumina	20020594	
Commercial assay or kit	qScript cDNA Supermix	Quantabio		
Commercial assay or kit	Taq master mix	Biopioneer	MAT-2.1–10	
Commercial assay or kit	12–230 kDa Jess or Wes Separation Module	Protein Simple	SM-W004	
Commercial assay or kit	V-PLEX proinflammatory panel one immunoassay	Mesoscale Diagnostics, Rockville, MD	K15048D	
Commercial assay or kit	V-PLEX Aβ Peptide Panel 1 (4G8) Kit	Mesoscale Diagnostics, Rockville, MD	K15199E	
Chemical compound, drug	TRIzol	Invitrogen	15596026	
Software, algorithm	Rstudio			Packages: LIMMA, WGCNA, BRETIGEA
Software, algorithm	Ingenuity pathway analysis	Qiagen		
Software, algorithm	GraphPad Prism			Version 8

### Animals

Husbandry and experimental procedures were approved by the USC Institutional Animal Care and Use Committee (approval numbers: *APOE*-TR experiment, 20417; B6 experiments and mixed glial culture, 11233). The C57BL/6J and *APOE*-TR (Xu et al., 1996) mice were aged 2 months at exposure onset (Cacciottolo et al., 2016; Youmans et al., 2012). For long-term nPM exposures (8–15 weeks), four mice for each sex, genotype (C57BL/6J, *APOE*3-TR, *APOE*4-TR), and exposure (48 mice total) were randomly assigned to nPM exposure or control. The dose-response experiment was done with 10 male C57BL/6J mice per group. After exposure, mice were euthanized by isoflurane anesthesia and perfused transcardially with phosphate-buffered saline. Brains were hemisected at midline; total cerebral cortex was frozen on dry ice and stored at −80°C. Investigators were blinded to exposure groups during data measurement and analyses.

### Air pollution nPM collection and exposure

Mice were exposed to nPM, a nano-sized subfraction of airP particulate matter of 2.5 microns diameter (PM2.5) collected from a local urban freeway corridor (Woodward et al., 2017b; Haghani et al., 2020). Briefly, PM0.2 samples were collected by a High-Volume Ultrafine Particle (HVUP) Sampler (Misra et al., 2002) at 400 L/min flow rate on an 8 × 10 inch-Zeflour PTFE filter (Pall Life Sciences, Ann Arbor, MI). The Particle Instrumentation Unit of University of Southern California is located within 150 m downwind of a major freeway (I-110). Chemical composition and size distribution of re-aerosolized nPM is characterized by high-resolution mass spectrometry (SF-ICPMS) and Sievers 900 Total Organic Carbon Analyzer as described before (Morgan et al., 2011; Haghani et al., 2020). Chemical characterization of the nPM batches in this study is in Supplementary data (Figure 1—figure supplement 4). Re-aerosolized nPM or filtered air (control) was delivered to the sealed exposure chambers at approximately 300 μg/m3 concentration to model chronic exposure: 5 h/day, 3 days/week, for 8 (C57BL/6J) or 15 weeks (*APOE*-TR). For dose-response experiment, 8 weeks male C57BL/6J mice were exposed to approximately 100, 200, and 300 μg/m^3^ for 3 weeks. The duration and nPM dosages were based on brain responses in prior studies (Haghani et al., 2020; Cheng et al., 2016). The 3 weeks of intermittent exposure (5 h/day, 3 days/week) to 300 μg/m^3^ nPM yields an average hourly exposure of 27 μg/m^3^, as experienced in many cities.

### RNA sequence (RNAseq) analysis of mouse cerebral cortex

RNA was extracted with TRIzol (Invitrogen) and RNAeasy Mini Kit (Qiagen) with DNase digestion. Libraries were made with the TRUseq Stranded mRNA Kit (Illumina) with 1 mg of RNA. For Illumina NextSeq500sequencing, a single end-sequencing length of >50 nt was used. Reads were aligned and quantified to the mouse reference genome RefSeq mm10 with Tophat2 (v2.0.8b), restricted to uniquely mapping reads with three possible mismatches using the Partek flow software platform (Trapnell et al., 2012).

Differential gene expression was calculated by linear modeling (Limma package in R). Significance was calculated at 5% FDR rate or p-value, 0.005. Gene responses were analyzed by Qiagen Ingenuity Pathway Analysis (IPA) software. In combining the datasets generated from B6 and *APOE*-TR experiments, the models were adjusted by the COMBAT method to control for unknown variance (Johnson et al., 2007). Additional downstream analysis and plotting were done in Rstudio and GraphPad Prism. Cell type deconvolution analysis was done using BRETIGEA (BRain cEll Type specIfic Gene Expression Analysis) R package (McKenzie et al., 2018), which uses single-cell RNAseq data to identify cell-type-specific gene-signatures to predict the proportion of each cell type in bulk RNAseq data.

### Weighted gene co-expression network analysis (WGCNA)

The co-expression network, based on WGCNA, was constructed from RNAseq data. WGCNA is an unsupervised clustering approach, which assigns groups of genes with shared expression patterns into modules (Langfelder and Horvath, 2008). Briefly, the adjacency matrix (correlations between genes) was converted to a scale-free network using soft threshold power (tuned in each group) of the signed matrix. The result was converted to a topological overlap matrix (TOM). Hierarchical clustering used 1-TOM distance measure (dissimilarity). A dynamic tree-cut algorithm was used to assign modules containing at least 30 genes. Module eigengenes (MEs) were calculated as the maximum amount of the variance of the model for each module, based on the Singular Value Decomposition method. Linear regression models estimated association of nPM or *APOE* with the MEs. The top 150 hub genes of the modules were selected for IPA analysis by the highest eigengene connectivity (kME). In total, 32 nPM associated gene modules were identified based on different analyses. Thus, the modules were renamed to M1-M32 to distinguish each analysis.

### Cell culture and *Nrf2* siRNA

BV2 microglia (mouse-derived) were grown in Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Cellgro, Mediatech, Herndon, VA) containing 10% fetal bovine serum, 1% penicillin/streptomycin, and 1% L-glutamine (Woodward et al., 2017a). These cells were authenticated by expression of microglial markers, cell morphology, phagocytic activity, and comparison of nPM or LPS responses with mixed glial culture and other literature. The cells were not tested for mycoplasma. *Nfe2l2* (*Nrf2*) siRNA (156499, Thermofisher Scientific) was delivered by Lipofectamine RNAiMAX reagent (Thermofisher Scientific).

### Quantitative real-time PCR

Extracted RNA was reverse transcribed to cDNA using qScript cDNA Supermix (Quantabio). qPCR used Taq master mix (Biopioneer) and gene-specific primers (supplementary file 1; Figure 1—figure supplement 4).

### Protein extraction

Frontal cerebral cortex (anterior to Bregma, excluding olfactory bulbs) was homogenized (20 mg in 0.2 ml) in 1x RIPA buffer supplemented with 1 mM Na_3_VO_2_, 1 mM phenylmethane sulfonyl fluoride (PMSF), 10 mM NaF, phosphatase inhibitor cocktail (Sigma), and Complete Mini EDTA-free Protease Inhibitor Cocktail Tablet (Roche). Supernatants were obtained by centrifugation at 12,000 g/15 min.

### NRF2 subcellular localization

Nuclear and cytosolic fractions were separated after tissue homogenization in sucrose-Tris-MgCl_2_ (STM) buffer with phosphatase and protease inhibitors and centrifuged 800g × 15 min (Dimauro et al., 2012). After removing supernatant, the nuclear pellet was washed in STM buffer, resuspended in HEPES pH 7.9 buffer (20 mM HEPES 1.5 mM MgCl_2_, 0.5 M NaCl, 0.2 mM EDTA, 20% glycerol, 1% Triton-X-100, protease and phosphatase inhibitors) and sonicated. Cell fraction purity was validated by immunoblotting for nuclear histone 3 (H3) and cytosolic glyceraldehyde 3-phosphate dehydrogenase (GAPDH).

### Protein analysis

NRF2 was detected by Western blot using anti-NRF2 primary antibody (1:1000, rabbit polyclonal, ab137550). Proteins (20 μg) were electrophoresed on Criterion 4–15% TGX gels (Biorad) and transferred to PVDF membranes. After washing with TBS+0.05% Tween-20 (PBST), membranes were blocked (LiCOR) 1 hr/ambient, then incubated with primary antibody overnight at 4°C: anti-NRF2 (1:1000, rabbit polyclonal, ab137550), anti-NFKBP65 (1:750, Rabbit polyclonal, Cell Signaling Technology, D14E12), anti-H3 (1:1000, Rabbit polyclonal, Cell Signaling Technology, D1H2), and anti-GAPDH (1:500, Mouse monoclonal, Santa Cruz Biotechnology, sc-32233). Bands were identified by incubation with 1:20,000 fluorochome-conjugated LICOR-antibodies (anti-mouse IRDye 800CW or anti-rabbit IRDye 680RD); band intensity was analyzed by ImageJ. GCLC was assayed by capillary electrophoresis (12–230 kDa range, Jess ProteinSimple, California, USA). Total lysate 1 μg/μl was electrophoresed and treated with anti-GCLC (1:100) and HRP-labeled secondary antibody. Results were normalized to total protein (PN module, ProteinSimple). IL2 was assayed by V-PLEX proinflammatory panel one immunoassay (Mesoscale Diagnostics, Rockville, MD). Abeta 40 and 42 peptides were assayed by 4G8 Kit VPLEX (Peptide Panel 1, Meso Scale Discovery, Rockville, MD).

## Data Availability

All raw data have been deposited in GEO under accession code GSE142066. The following dataset was generated: HaghaniACacciottoloMDotyKRD'agostinaCThorwaldMSafiNSaffariAShirmohammadiFLevineMESioutasCTownTCFormanHJZhangHMorganTEFinchCE2020Mouse brain transcriptome responses to inhaled nanoparticulate matter differed by sex and APOE in Nrf2-Nfkb interactionsNCBI Gene Expression OmnibusGSE14206610.7554/eLife.54822PMC731454832579111

# Supplementary material for: Mouse brain transcriptome responses to inhaled nanoparticulate matter differed by sex and APOE in Nrf2-Nfkb interactions
**Source:** eLife. 2020 Jun 24;9:e54822. doi: 10.7554/eLife.54822
**Supplement:** Supplementary file 1.

Table S1. qPCR Primers used in this study.

| Gene | Forward | Reverse |
| --- | --- | --- |
| Nfe2l1 | TCTGGCAGTATCTGGAACTT | GGGGTTTATAGGCTTTTGTT |
| mTor | ACCTGGATGACTATCTGCAC | AACTATTGGGTGAATGATGC |
| B2m | TATGCCAAACCCTCTGTACT | AAAAGCAGAAGTAGCCACAG |
| Foxo3 | GGAACTTCACTGGTGCTAAG | CTCTGTAGGTCTTCCGTCAG |
| Apoc1 | GCAAAGTGAAGGAGAAGTTG | ATTGGTCTGTGATGAAGAGG |
| Sirt1 | GTTTGTACCACCAAATCGTT | ATGTGCCACTGTCACTGTTA |
| Nqo2 | GTGAAACACAGGGATTAGGA | GGGAAGGTCTCATGTAACAA |
| Tap1 | CTATCAGTTATGTGGCAGCA | CAAGGCAAGAGAGAATCAAG |
| Eomes | GCTTCAACATAAACGGACTC | GCCAGTGTTAGGAGATTCTG |
| Ddx3y | GACATGATGGAAAGAGGAAA | GAGCAAGCATCTGTATCTCC |
| Xist | CAAGTGTGAAAGTGTTGGTG | TCCTTATGGGACAGTGACTC |
| Erdr1 | TGCCCTAATTATTCTTGTCC | GGTTAGACTTTCCATTCACG |
| Gapdh | CCAATGTGTCCGTCGTGGATCT | GTTGAAGTCGCAGGAGACAACC |
| NF-κB1 | CCAGAAGAGGGTGTCAGAGC | ACATTTGCCCAGTTCCGTAG |
| Nfe2l2 | CATAGAGCAGGACATGGAGCAA | TCCATTTCTGTCAGTGTGGCTT |
| IL1β | CTAAAGTATGGGCTGGACTG | GGCTCTCTTTGAACAGAATG |
| IL6 | TGCCTTCTTGGGACTGATGCT | GCATCCATCATTTCTTTGTAT |
| NOS2 | GTCTTGGTGAAAGTGGTGTT | GTGCTTGCCTTATACTGGTC |
| RelA | GCGTACACATTCTGGGGAGT | ACCGAAGCAGGAGCTATCAA |

How the deposited data were processed for this re-analysis (not part of the article)

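Cerebral cortex RNA was measured in 48 mice, 16 B6 and 32 *APOE*-TR, as 12 groups of 4 by sex, genotype and exposure to nPM or filtered air. The authors mapped reads to mm10 in Partek Flow and tabulated a value per gene and mouse, in separate tables for the B6 and the *APOE*-TR exposure. The deposited values are CPM as made by the authors from uniquely mapped reads, on a scale that the paper does not state, with sums from 526602 to 667150 in B6 mice and from 670537 to 880614 in *APOE*-TR mice. In each *APOE*-TR mouse they appear to be a read count plus 1, times 1 step, so reads were recovered by dividing by the lowest value. In B6 mice the low values were less often whole multiples, so the reads given for them are estimates. The design had assumed counts and edgeR, and since the values are CPM the tests were made with limma instead. The B6 table's symbols include predicted genes and pseudogenes, so its annotation looks wider than that of the *APOE*-TR table. Gene symbols found more than once (4 listings in each table) were left out. The label of 1 *APOE*3 female control column, called control F6 here, carries an animal number that matches no sample, while 1 sample of that group has no column, and the column was used by the genotype, sex and exposure in its label.

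Values were rescaled by TMM (edgeR 4.0.16) and taken as log2 with 0.5 CPM added. Genes above the level of a gene without reads in every mouse of a fit were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), and p-values were adjusted by the Benjamini-Hochberg method. As in the paper, DEGs for nPM had an unadjusted p under 0.005, and *APOE* genes had 5% FDR. The 48-mouse fit had terms for sex, genotype and nPM, and each fit of 8 mice compared 4 with 4. Differences between responses were tested as contrasts of 12 groups (sex) or of the 8 *APOE*-TR groups (allele). For single genes and scores, two-sided exact permutation tests over 70 labelings were used, whose smallest p is 0.0286, and for larger sets up to 1e+05 permutations were drawn. SDs are between mice, n is mice, and standard errors are from limma.

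The procedure was tested on simulated data with 200 changed genes, and all 200 were recovered at 5% FDR with 8 mice and with 48. At that threshold 16 unchanged genes were also called with 8 mice and 14 with 48. The simulated genes were independent and had the same dispersion, and the changed ones were well expressed, so real libraries can behave otherwise. With between 2.05 and 31.3 M (mega) estimated reads per mouse, genes of a few CPM rest on few reads, and their number is given beside such genes. The paper's source code was followed in 1 alternative with voom, ComBat (sva 3.50.0) and an unweighted fit. Other alternatives were voom, sample quality weights, DESeq2 1.42.0 on recovered reads, DESeq2's size factors, no filter, at least 10 reads in every mouse, shared variance over 12 groups, subsets of mice, and each mouse left out in turn. Added after the data were examined were pseudocounts of 0.1 and 2, no TMM, edgeR quasi-likelihood, a covariate for transcript length and the contrast of *APOE*3 females with the other *APOE*-TR groups. The length covariate is the slope, in each mouse, of log2 level relative to the other mice on log2 transcript length.

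Genes named in the text are those the paper names or prints for cortex RNA, the 3 with the smallest p in each direction for the 48-mouse fits, the 1 in each direction for fits of 8 mice, sex chromosome genes and *Apoe* as label checks, and cell type markers. This rule and the comparisons were set before the data were examined, and 1 gene that falls under the rule is not reported here. *Gm26917*, *Gm42418*, *Rn7sk*, *Rmrp* and *Rpph1* and *Krt10* were chosen after their values were seen or to test a pattern. Components used 2 CPM as the added value in place of a prior count of 2, and the printed genes of Fig. 4A (18) and Fig. 5A (60) in place of the full lists. Gene positions are in mm10. Dose response, cell culture, Aβ and cytokine measurements were not analysed here.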

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

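Chosen only after the results were seen were the tests of the contrast of *APOE*3 females with the other *APOE*-TR groups, of RNAs without a poly(A) tail, of the mitochondrial share, the length covariate and the check of the ribosomal region. In 148 groups of 4 mice, 6 held 1 mouse far from the other 3, where 7.4 are expected by chance. These were the estimated reads of B6 female nPM mouse 53 (4.80 M reads, the others 15.2 to 16.45) and *APOE*3 male control 55 (30.05 M reads, the others 22.85 to 24.01). They were also *Bace1* in *APOE*3 male control 55 (79 CPM, the others 86 to 87.5), *C3* in *APOE*3 female nPM mouse 55 (1.23 CPM, the others 2.70 to 2.89), *Vav3* in *APOE*4 female nPM mouse 8 (7.15 CPM, the others 4.61 to 4.75) and the second NFKB component in *APOE*4 male nPM mouse 65 (2.09, the others 0.188 to 0.454). No explanation was tested for these single mice.

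The nPM response of *APOE*3 females differed from the mean of the other *APOE*-TR groups for 2569 genes at an unadjusted p under 0.005 (4328 at 5% FDR). At 5% FDR over all genes it differed for *App* (log2 difference 0.28), *Bace1* (0.35), *Mapt* (0.50), *Vav3* (−0.50) and *Nfe2l1* (0.35). *Grin1* (1.07), *Rap1a* (−0.61) and *Smarca4* (0.63) also did. However, 13 of 100 splits of the same mice gave as many genes, so the number does not stand out from regroupings. A candidate explanation is a bias with transcript length in some *APOE*3 female libraries. The nPM change in *APOE*3 females rose with transcript length (Spearman rho = 0.453 across genes), more than in the other groups, where rho lay between −0.057 and 0.344, and 4 of 35 splits of these 8 mice gave as steep a trend. In *APOE*4 females (rho = 0.344) 3 of 35 splits did, so the trend was not confined to *APOE*3 females. The log2 change per doubling of length was 0.047 in *APOE*4 females and 0.212 in *APOE*3 females. The libraries with the lowest length slope were *APOE*3 female control 61 (−0.545) and control F6 (−0.396), and their *Xist* levels, 82.5 and 201.6 CPM, were also below those of the other *APOE*-TR females (523.7 to 866.5 CPM). With the length slope as a covariate, the contrast gave 232 genes and none at 5% FDR (1604 at an unadjusted p under 0.05). In the fit of the 8 *APOE*3 females alone, the same covariate gave 100 genes at an unadjusted p under 0.005 (110 without it) and 1167 at an unadjusted p under 0.05 (3443 without it), so the smaller count stayed within its limit while the larger fell.

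RNA quality or poly(A) selection could lie behind such a bias. RNAs without a poly(A) tail (*Rn7sk*, *Rmrp*, *Rpph1*) were higher in libraries with a low length slope. These RNAs are also very short, and a low slope means higher short transcripts. Short RNAs with a tail were not compared, so the relation cannot tell RNA quality or poly(A) selection from the length trend itself. Over the 32 *APOE*-TR mice, within groups, the Spearman rho was −0.636 (permutation p = 0.00152), in the 8 *APOE*3 females it was −0.952 (exact permutation p = 0.0122) and in the other 24 it was −0.378 (permutation p = 0.0681). The relation rests mainly on the *APOE*3 females. It was computed within groups, so a difference between nPM and control mice does not produce it. The lowest slopes were in filtered-air controls 61 (−0.545) and F6 (−0.396), against −0.116 and −0.150 in controls 52 and 63. The next lowest was in nPM mouse 55 (−0.218). These values argue against exposure as the source of the spread among controls. Whether nPM also moved the group means stays open. The libraries' RNA quality values were not used here, and no batch is named.

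For the 4 amyloid and tau genes, lists of genes matched for length and level gave a median change in *APOE*3 females between −0.195 and 0.744, and the median of the 4 genes, 0.39, lay at percentile 79.4. It therefore may be part of the length trend. The matching windows were first narrower (percentile 91.6, smallest pool 4 genes) and were widened after such a result was seen, and lists matched on level alone put it at 92.9, so the test separates length from level weakly. Dilution of other RNA by mitochondrial reads would lower the genes only as far as the share of other RNA falls. Relative to the sum over all listed genes, within *APOE*3 females, the mean of the 4 genes fell with a log2 slope of −0.0802 per percentage point of mitochondrial share (standard error 0.0081), and −0.0633 (standard error 0.0078, exact permutation p = 0.00347) remained once the share of other RNA was divided out. The median change with nPM on that scale was 0.48, and 0.37 after the division, so dilution alone does not account for the genes. What moves the mitochondrial share and the genes together stays open. Within groups, the mean of the 4 genes followed the length slope in the 8 *APOE*3 females (r = 0.995, exact permutation p = 0.00694; rho = 0.952) and less so in the other 24 mice (r = 0.501, permutation p = 0.0148; rho = 0.513). With the length slope as a covariate the median change of the 4 genes was 0.029. An effect of nPM on *APOE*3 females stays open, since the length slope itself may respond to nPM or to RNA quality, which the tests above do not separate.

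The nPM response of the second NFKB component differed between sexes by −1.52 SD. The nPM difference was −1.66 SD in *APOE*4 females (exact permutation p = 0.0286), −0.372 in *APOE*3 females (exact p = 0.571), 0.832 in *APOE*3 males (exact p = 0.0286) and 0.178 in *APOE*4 males (exact p = 0.743). No explanation was tested.

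In B6 females *AY036118*, which the paper does not discuss, rose with nPM (log2 change 1.39), from 164 ± 24.9 to 466 ± 140 CPM (SD, n = 4). It overlaps *Gm42418* (chromosome 17 from 39846958 to 39848789) and lies beside *Gm26917* (chromosome 17 from 39843013 to 39846342) in a region of ribosomal RNA. *Gm26917* rose from 2.48 ± 1.47 to 10.7 ± 7.24 CPM, while *Gm42418* was 0.837 ± 1.16 and 0.294 ± 0.296 CPM. In B6 males *AY036118* was 97.2 ± 115 CPM in controls and 109 ± 184 CPM with nPM, so the level varied more between males than with nPM. Leftover ribosomal RNA and an effect of nPM both remain open. No further test was run.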

How the results depend on the processing

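Chosen after the data were examined were the length slope covariate and the pseudocount, TMM and edgeR alternatives. Of 363 alternative values for 23 counts and summaries, 260 stayed within their limit and 103 moved. Of 372 for 61 single genes, 341 kept their side of the threshold and direction, 17 became weaker, 12 stronger and 2 reversed. The reversed ones were *Gclc* in all mice with ComBat (0.00 against −0.03) and *Nfe2l1* in *APOE*4 males without nPM mouse 33 (from −0.012 to 0.047 over the fits without 1 mouse, 0.024 with all), both close to 0. The cause of the changes below was not tested unless stated. No paired analysis was possible because the numbers are individual animals' and the groups compared share fewer than 2 numbers. DESeq2 on reads was not run for B6 and 48-mouse comparisons, where whole reads could not be recovered.

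For nPM in all mice (165: 91 up, 74 down), sample quality weights gave 98 (34 and 64), leaving out *APOE*3 females 33 (22 and 11), 12 group means 495 (269 and 226), B6 mice alone 59 (46 and 13), *APOE*-TR mice alone 109 (42 and 67), females alone 398 (186 and 212) and males alone 7 (4 and 3). The split also moved with ComBat (118 and 22), with no filter (118 and 47) and with the length slope (88 and 35). Among the larger nPM counts, the direction with more genes changed in B6 females (105 up, 69 down) with voom (85 and 104), without TMM (80 and 105) and without nPM mouse 52 (80 and 85). It changed in *APOE*3 females (59 and 51) without TMM (46 and 60), with the length slope (45 and 55), with DESeq2 (221 and 242), with no filter (74 and 75) and without control 63 (79 and 128), control F6 (22 and 26) or nPM mouse 70 (29 and 36). For nPM by sex (96 and 123) it changed with voom (205 and 110), no filter (143 and 108), at least 10 reads (92 down of 193) and no *APOE*3 females (75 and 70), and for the contrast of *APOE*3 females (1499 and 1070) without TMM (1255 and 1337), with edgeR (1053 and 1186) and with the length slope (109 and 123). With 12 groups sharing 1 variance, B6 females gave 1180, B6 males 724, *APOE*3 females 1530 and *APOE*3 males, *APOE*4 females and *APOE*4 males 0 (3, 19 and 1 at an unadjusted p under 0.05). DESeq2 gave 463 in *APOE*3 females, 86 in *APOE*4 females and 52 in *APOE*4 males. Voom gave 86 in B6 males, and quality weights 196 in *APOE*3 females.

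For *APOE* in all mice (41), voom gave 73, ComBat 304, at least 10 reads 25, no *APOE*3 females 21, 12 group means 134, the 32 *APOE*-TR mice 914 and the 16 controls 99. In control females (38), DESeq2 gave 3989, at least 10 reads 20, the length slope 21, 12 groups 3503, and nPM mice added 3797. In control males (74) DESeq2 gave 140, 12 groups 12 and nPM mice added 307. For nPM by sex (219), the length slope gave 131, no *APOE*3 females 145 and 1 interaction term 62. For nPM by allele (116), DESeq2 gave 196 and 1 interaction term 50. For the contrast of *APOE*3 females (2569) the length slope gave 232, with 0 at 5% FDR and 1604 at an unadjusted p under 0.05.

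The overlap in females (55) was 307 with DESeq2 and 2908 at an unadjusted p under 0.05, and in males (1) 3 with voom, 5 with DESeq2 and 67. The amyloid and tau median (0.39) was 0.029 with the length slope, the clearance tests (7) were 0 with 12 groups, the cell type tests (2) were 0 with the first component of the markers, and modules in other groups (0) were 1 with signed means.

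Without 1 mouse at a time, DEGs ranged from 78 (control 40) to 322 (nPM 50) in B6 females, 13 (nPM 10) to 283 (control 3) in B6 males, 29 (nPM 67) to 296 (nPM 55) in *APOE*3 females, 12 (control 73) to 74 (nPM 53) in *APOE*3 males, 15 (nPM 27) to 89 (control 38) in *APOE*4 females and 15 (nPM 65) to 87 (control 91) in *APOE*4 males. *APOE* genes ranged from 15 (*APOE*4 control 38) to 6404 (*APOE*3 control 52) in females and from 41 (*APOE*3 control 73) to 61 (*APOE*3 control 63) in males. The overlap ranged from 18 (control F6) to 183 (control 52) in females and 0 (control 73) to 4 (control 55) in males, the amyloid and tau median from 0.251 (control 61) to 0.518 (control 52), the clearance tests from 5 (*APOE*3 male control 55) to 10 (*APOE*3 female control 52), the component correlation from 0.957 to 0.979 and the cell type tests from 0 (*APOE*3 female control 61) to 3 (B6 female nPM 53). *C3* in control males ranged from −1.72 to −1.29, and 7 of these 8 fits lost 5% FDR. In B6 mice, few reads (2.05 to 24.4 M) limit the counts of weakly expressed genes.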

Differences from the paper's values

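For genes decreased by nPM in all mice the paper's number is 22 and the value here is 74. With voom, ComBat and an unweighted fit it was 22. None of the other alternatives set before the data were examined closed the gap: voom gave 64, DESeq2's size factors 69, no filter 47, at least 10 reads 60, quality weights 64, no *APOE*3 females 11, 12 group means 226, B6 mice alone 13, *APOE*-TR mice alone 67, females alone 212 and males alone 3.

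For genes differing by *APOE* allele in all mice the paper's number is 133 and the value here is 41. Of the alternatives set before the data were examined, 12 group means (134) and the 16 *APOE*-TR controls alone (99) closed the gap, and voom (73), ComBat (304), DESeq2's size factors (44), no filter (61), at least 10 reads (25), no *APOE*3 females (21) and the 32 *APOE*-TR mice alone (914) did not. In its discussion the paper's number is 300, and of these alternatives voom, ComBat and an unweighted fit (304) closed that gap and the others did not.

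For *Vav3* in *APOE*3 females the paper's change is −50% and the difference of mean CPM here is −32.3%. None of the alternatives set before the data were examined closed the gap (voom −29.8%, DESeq2 −32.4%). For *Vav2*, *Vav3*, *S100a9*, *C3* and *C3ar1*, the scale of mean CPM, that of the axis in Fig. 3E, was chosen after the values on the log2 scale were known. With 0.5 CPM added on the log2 scale, the change was −29.8% for *Vav3* in *APOE*3 females and −31.4% for *S100a9* in *APOE*3 males, and *C3* was −64.7% in *APOE*4 against *APOE*3 control females and −62.8% in males.

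Among NFKB genes of Fig. 4A at an unadjusted p under 0.05, the paper's figure shows about 2 in B6 females against 1 here, about 2 in B6 males against 1, about 7 in *APOE*3 males against 3, about 2 in *APOE*4 females against 4 and about 1 in *APOE*4 males against 2, read by eye in Fig. 4A. Among NRF2 genes it shows about 10 in *APOE*3 males against 4, about 10 in *APOE*4 females against 5 and about 2 in *APOE*4 males against 5, read by eye in Fig. 5A. No alternative set before the data were examined was run for these.

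The paper states changes of *Cftr*, *Hdac1* and *Vegfc* with nPM without naming a group. The mean CPM of *Cftr* was −61.8% in B6 females and 62.3% in B6 males, that of *Hdac1* between −18.7% and 14.6% over the 6 groups and that of *Vegfc* −56.1% in B6 females and 71.4% in B6 males. The paper states an inverse correlation of the second components that is stronger than the r of −0.557 here, which rests on the printed genes and not on the full lists.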

Other observations

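Chosen only after the result was seen were the splits of the all-mice count under other settings, the tests within and outside chromosome segments and those of the shared response without *APOE*3 females and without the length trend. The nPM count in all mice stands out from regroupings: of 100 splits of the same mice, 1 (the real one) gave as many as 165 genes. In a second draw of splits this was 1 of 100 for all mice, 11 of 100 for the 33 genes without *APOE*3 females, 3 of 100 for 123 genes with the length slope and 3 of 100 for 161 genes with both. In the groups, as many genes came from 2 of 35 splits in B6 females, 17 of 35 in B6 males, 3 of 35 in *APOE*3 females, 29 of 35 in *APOE*3 males, 16 of 35 in *APOE*4 females and 28 of 35 in *APOE*4 males. At an unadjusted p under 0.005, none of the 6 counts is therefore beyond what regrouping gives at a share of 0.05. For the nPM by sex test it was 9 of 100 and for nPM by allele 22 of 100. In the *APOE* comparisons it was 1 of 100 in all mice, 1 of 35 in control females and 2 of 35 in control males, where another split gave 447 genes. For nPM counts at an unadjusted p under 0.05, it was 1 of 35 in B6 females, the real split. In the other groups it was between 4 and 33 of 35.

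A response to nPM shared by the groups was tested by the correlation of log2 changes across genes between groups of different mice. Its mean over 15 pairs was 0.135 (from −0.098 to 0.483), and 1 of 100 relabelings, the real one, gave as much (the largest of the others was 0.133). The mean rests mainly on *APOE*3 females: it was 0.274 over the 5 pairs with them and 0.066 over the 10 pairs without, where 9 of 100 relabelings gave as much. With each group's linear trend with transcript length removed, the mean over all pairs was 0.128 (2 of 100), so such a trend alone does not account for it. The *APOE*3 female libraries may therefore carry most of the mean. For a response shared by the other groups the values are mixed, since besides the 9 of 100 here the counts without *APOE*3 females gave 11 of 100 without and 3 of 100 with the length slope. A small shared response to nPM stays open, found and tested on the same data. The shallowest B6 control library may also have moved the B6 male count, but without it the count was 37, as with it, so depth of that library does not account for it.

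Segments that differ between the *APOE*3 and *APOE*4 lines are a candidate explanation for the *APOE* genes. In control males 78.1% of the genes at 5% FDR had another within 5 Mb (31.6% for random genes, at most 56.2%) and in control females 52.6% (18.2%, at most 50%), each with a permutation p of 1e-04, the smallest that 10000 draws can give. A stretch of chromosome 2 from 175275125 to 176927814 held 13 of the male genes among 16 tested, each lower in *APOE*4, and these were also genes at 5% FDR in females. Others lay on chromosome 7 from 3289038 to 4970962 (8 of 53 tested), chromosome 12 from 100276609 to 104414330 (5 of 42) and chromosome 19 from 15955773 to 20643463 (4 of 21). Outside the first stretch, 73.3% of 60 male genes had another near (27.0% for random genes, permutation p = 1e-04, the smallest the draws can give) and 28% of 25 female genes (12.3%, permutation p = 0.06). The chromosome 2 genes are similar in sequence, so reads shared between them could add to their number there. An effect of the allele itself stays open, untested.

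The overlap of nPM and *APOE* genes could arise from the shared *APOE*3 controls. In males the correlation of the log2 changes was 0.333, no more than simulations without effect gave (mean 0.501, at most 0.523). In females it was 0.936, above the simulations (mean 0.503, at most 0.516). The simulations drew each gene independently, so they cannot exclude a shift of many genes together in the shared controls. With no control in both comparisons r was between 0.426 and 0.876, but those controls may have such a shift in common. The female comparisons both rose with transcript length (rho of 0.453 for nPM and 0.448 for allele), and 1 of 35 splits of the control females, the real one, was as steep, so the length trend may link them, and a biological convergence stays open, untested.

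The correlation of the NFKB and NRF2 first components may reflect variation shared by the whole transcriptome. Of random list pairs of the same sizes, 58.9% gave r as large as the printed lists (0.968 with *Jun* in 1 list only), and 81.9% did for the second components (0.610). The first component of all 15958 genes held 47.3% of the variance and correlated with the length slope at r = 0.989. Among the other 24 mice, without the *APOE*3 females, the size of r was still 0.832. These are males and *APOE*4 females, whose NRF2 scores lie apart, so the value cannot tell a relation between mice from a sex difference. In males alone r was 0.245. Random lists of 133 and 513 genes gave a median of 0.996 for the first components and 0.978 for the second.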
